# Host Transcriptional Response to Persistent Infection with a Live-Attenuated Porcine Reproductive and Respiratory Syndrome Virus Strain

**DOI:** 10.3390/v12080817

**Published:** 2020-07-28

**Authors:** Jayeshbhai Chaudhari, Chia-Sin Liew, Aspen M. Workman, Jean-Jack M. Riethoven, David Steffen, Sarah Sillman, Hiep L. X. Vu

**Keywords:** PRRSV, persistent infection, RNA-sequencing, transcriptome, apoptosis, T-cell exhaustion

## Abstract

Both virulent and live-attenuated porcine reproductive and respiratory syndrome virus (PRRSV) strains can establish persistent infection in lymphoid tissues of pigs. To investigate the mechanisms of PRRSV persistence, we performed a transcriptional analysis of inguinal lymphoid tissue collected from pigs experimentally infected with an attenuated PRRSV strain at 46 days post infection. A total of 6404 differentially expressed genes (DEGs) were detected of which 3960 DEGs were upregulated and 2444 DEGs were downregulated. Specifically, genes involved in innate immune responses and chemokines and receptors associated with T-cell homing to lymphoid tissues were down regulated. As a result, homing of virus-specific T-cells to lymphoid tissues seems to be ineffective, evidenced by the lower frequencies of virus-specific T-cell in lymphoid tissue than in peripheral blood. Genes associated with T-cell exhaustion were upregulated. Likewise, genes involved in the anti-apoptotic pathway were upregulated. Collectively, the data suggested that the live-attenuated PRRSV strain establishes a pro-survival microenvironment in lymphoid tissue by suppressing innate immune responses, T-cell homing, and preventing cell apoptosis.

## 1. Introduction

Porcine reproductive and respiratory syndrome virus (PRRSV) is a positive sense, single stranded RNA virus that belongs to the family *Arteriviridae*, under the order *Nidovirales* [1]. Based on phylogenetic analysis, PRRSV was originally classified into two types: type 1 or PRRSV-1, which originated in Europe, and type 2 or PRRSV-2, which originated in North America. The International Committee on Taxonomy of Viruses (ICTV) recently updated the arterivirus taxonomic structure in which PRRSV-1 and PRRSV-2 are now respectively classified as two species: Betaarterivirus Suid 1 and Betaarterivirus Suid 2 [2]. PRRSV infects pigs of all ages; however, clinical manifestations are more severe when the virus infects pregnant sows and young pigs, causing reproductive failure and respiratory distress, respectively (reviewed in [3]). PRRSV is endemic in most swine producing countries worldwide, causing significant economic losses to swine producers [4].

PRRSV mainly infects cells of the monocyte/macrophage lineage [5]. CD163 is the main receptor for virus entry into susceptible cells [6]. Inside infected pigs, lung and lymphoid tissues are the main target sites of infection [7]. During acute infection, intensive inflammation is commonly observed in lung and lymphoid tissues, as there is significant infiltration with immune cells. At the same time, numerous apoptotic cells are also detected in the infected tissues during acute infection. Interestingly, the majority of apoptotic cells do not contain viral antigens, indicating that the virus induces apoptosis in bystander, non-infected cells [8]. Cytokines in the microenvironment of the infected tissues might be responsible for inducing apoptosis of bystander cells. Apoptotic cells are also detected in the endometrial-placental junctional areas of pregnant sows experimentally infected with PRRSV [9]. In vitro studies revealed that viral glycoprotein 5 (GP5) is a major inducer of apoptosis [10] although this was not reproduced in a subsequent study [11]. Besides GP5, nonstructural protein (nsp) 4 and 10 were also reported to be proapoptotic proteins [12]. Transcriptomic analysis of lung tissues of PRRSV-infected pigs during acute infection revealed a large set of differentially expressed genes (DEGs), in which increased expression of various proinflammatory cytokines (IL1A, IL1B, IL8, and IL18), chemoattractants (CCL2, CCL3, CCL4, and CCL5), and pattern recognition receptors (PRR) (TLR 3, 7, 8) were detected [13,14]. Likewise, canonical pro-apoptotic genes were upregulated during acute PRRSV infection in various tissues [15,16].

Pigs infected with PRRSV are viremic for approximately one month. After viremia resolves, the virus can establish a “smoldering” type of infection in lymphoid tissues for an extended period of time. Specifically, infectious virus can be demonstrated from tonsils of pigs experimentally infected with a wild-type PRRSV strain at 150 days post-infection (dpi) [17] while viral RNA can be detected for up to 250 dpi [18]. PRRS modified-live virus (MLV) vaccine strains can also establish persistent infection. Between 10% and 30% of pigs vaccinated with MLV vaccines carry infectious virus in their tonsil at day 60 after vaccination which can transmit the virus to naïve contact pigs [19].

Persistent infection is a common phenomenon of arteriviruses. Lactate dehydrogenase-elevating virus (LDV) (e.g., Gammaarterivirus lacdeh) and Simian hemorrhagic fever virus (SHFV) (e.g., Deltaarterivirus hemfev) establishes an asymptomatic, lifetime persistent infection in their respective natural host [20,21]. Likewise, Equine Arteritis virus (EAV) (e.g., Alphaarterivirus equid) establishes long-term persistent infection in a small portion of horses (Reviewed in [22]). Host genetics play an important role in EAV persistence. Specifically, the long-term persistence of EAV in infected horses is associated with a specific allele of the *CXCL16* gene (*CXCL16S*) [23]. Transcriptomic analysis of the ampullae, the primary site of EAV persistence in stallion, identified an enhanced expression of *CXCL16* and *CXCR6* which modulate local inflammatory responses and infiltration of lymphocytes to the site of infection [24]. Moreover, the infiltrating T-cells might be exhausted as upregulated expression of several markers of T-cell exhaustion was observed in the ampullae tissue of long-term EAV carriers.

The mechanisms of PRRSV persistence remain poorly understood. A genome-wide association study (GWAS) was conducted to identify host factors associated with PRRSV persistence. While no quantitative trait loci (QTL) with major effects on PRRSV persistence were identified, the study revealed eight genomic regions that explained at least 0.1% of the genetic variance in the GWAS [25]. These regions contain multiple genes that play a role in recruitment and activation of T-cells (T-cell transcription factor 7—TCF7), chemotactic cytokines (CCL1, CCL2, and CCL8), and T-cell migration (CD34) [25]. Recently, a study of experimental infection in pigs with PRRSV-1 revealed that during persistent infection, viral proteins are minimally expressed and viral genomes exist predominantly in the form of double stranded RNA (dsRNA) [26]. Interestingly, no significant difference in host transcriptional response between persistently infected and non-infected pigs was observed in this study. It is noteworthy that this study only analyzed a set of 189 selected swine immune genes from trachea bronchial lymph node (TBLN) tissue [26].

The goal of this study is to elucidate the putative mechanisms by which PRRSV can establish persistent infection. Genome-wide transcriptomic analysis of RNA collected from the inguinal lymph node of pigs persistently infected with a live-attenuated PRRSV strain revealed a large number of DEGs. Genes involved in innate immune response and genes encoding chemokines and receptors important for T-cell homing and trafficking were downregulated. On the other hand, genes involved in the anti-apoptotic pathway and T-cell exhaustion were upregulated. Functional studies revealed that the frequencies of virus-specific IFN-γ-secreting cells are lower in lymphoid tissue than in peripheral blood mononucleated cells (PBMCs). Collectively, the results shed important insight into the mechanisms of PRRSV persistence in the host.

## 2. Materials and Methods

### 2.1. Virus, Cells, and Reagents

The attenuated PRRSV strain designated CON90 used in this study was recovered from an infectious cDNA clone constructed using viral RNA extracted from the attenuated CON-P90 [27]. MARC-145 cells, a monkey kidney cell line [28], were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1 × penicillin-streptomycin (100 units/mL of penicillin, and 100 µg/mL of streptomycin (Life Technologies, Grand Island, NY, USA). PBMCs and lymph node-derived cells were cultured in complete RPMI-1640 medium (cRPMI) supplemented with 10% FBS, 1 × of GlutaMax-1 (Life Technologies, Grand Island, NY, USA), 100 units/mL of penicillin, and 100 µg/mL of streptomycin (Sigma-Aldrich, St. Louis, MO, USA). Mouse monoclonal antibody specific to PRRSV N protein SDOW17 was purchased from the National Veterinary Services Laboratories (Ames, IA, USA). Anti-porcine CD3ε (clone BB23-8E6-8C8; FITC-conjugated), anti-porcine CD4 (clone 74-12-4; PECy7 -conjugated), anti-porcine CD8 (clone 76-2-11; Alexa Flour 647 -conjugated), and anti-porcine IFN-γ (clone P2G10; PE-conjugated), were purchased from BD Biosciences (San Diego, CA, USA). Alexa Flour 488- conjugated goat anti-mouse IgG was purchased from Invitrogen (Eugen, OR, USA).

### 2.2. Animal Study and Tissue Collection

The pig experiment conducted in this study was approved by the University of Nebraska-Lincoln (UNL) Institutional Animal Care and Use Committee under the protocol number 1360. Ten 3-week-old PRRSV, porcine circovirus type 2 (PCV2), and SIV negative pigs were purchased from the Midwest Research Swine (Glencoe, MN, USA). The pigs were randomly assigned to two groups of five pigs, which were accommodated in two separate rooms in the animal biosecurity level 2 (ABSL-2) research facilities at UNL. After 1 week of acclimation, pigs in group 1 were injected with DMEM to serve as negative controls, whereas pigs in groups 2 were inoculated intramuscularly with 10^5.0^ TCID50 of live-attenuated PRRSV strain CON90. Whole blood samples with anticoagulant EDTA were collected to obtain plasma and PBMCs. Plasma samples were stored at −70 °C for measurement of viremia and antibody response. A portion of freshly isolated PBMCs were used for measurement of T cell responses while the rest of PBMCs were cryopreserved for future analysis. At 46 days post-infection (dpi), sample of inguinal lymph node (ILN) was aseptically collected from the pigs under anesthesia. One half of the INL was stored in cRPMI for lymphocyte isolation while the other half of the INL was minced and stored in TRIzol Reagent (Life Technologies, Carlsbad, CA, USA) for RNA extraction.

### 2.3. Quantification of Viral Loads

Viral loads in plasma and tissues were measured by a commercial RT-qPCR kit (Tetracore Inc., Rockville, MD, USA). Viral loads in plasma was reported as log_10_ copies per ml, whereas viral loads in tissues were reported as log_10_ copy per µg of total RNA used in the RT-qPCR reaction. For statistical purposes, samples that had no detectable levels of viral RNA were assigned a value of 0 log_10_ copies.

### 2.4. Isolation of PBMCs and ILN Cells

PBMCs were isolated from EDTA-whole blood as previously described [29,30]. Single cell suspension was isolated from ILN immediately after collection as follows. The tissue was processed to remove connecting tissue and cut into small pieces which were placed in a 70-µm nylon cell strainer (Corning, Durham, NC, USA) in the presence of cRPMI. The tissue pieces were pressed against the nylon mesh by using the plunger of a 3 mL syringe. The resulting cell suspension was collected into a 50 mL conical tube which was passed through a 70-µm cell strainer one more time to remove large tissue debris. Cells were pelleted by centrifugation at 700× *g* for 10 min at room temperature and treated with a 5 mL red blood cell (RBC) lysis buffer (Life Technologies, Carlsbad, CA, USA). RBC lysis reaction was ceased by adding ice cold PBS containing 4% FBS, followed by centrifugation at 700× *g* for 10 min at room temperature. Cell pellet was resuspended in cRPMI. To determine cell concentration and viability, samples of PBMC and ILN-derived cells were stained with acridine orange and propidium iodide (ViaStainTM AOPI Staining Solution, Nexcelom, Lawrence, MA, USA) and counted using an automatic cell counter (Cellometer Auto 2000, Nexcelom, Lawrence, MA, USA). Freshly isolated cells were used for Elispot and flow cytometric analysis. The remaining cells were cryopreserved in 10% DMSO, 40% FBS, and 50% RPMI-1640 and stored in liquid nitrogen.

### 2.5. Measurements of Immune Responses

PRRSV antibody levels in plasma were measured at the Veterinary Diagnostic Center of the University of Nebraska by using the commercial ELISA IDEXX PRRS X3 Ab Test (IDEXX Laboratories, Westbrook, ME, USA) following the manufacturer’s instructions. The serum-virus neutralization (SVN) assay was performed as previously described [31] using plasma rather than serum. Results were expressed as the log_2_ of the reciprocal of the highest dilution that showed a ≥90% reduction in the number of fluorescent foci presenting in the control wells.

The frequencies of IFN-γ-secreting cells (IFN-γ SCs) in PBMCs and ILN-derived cells were measured by using an IFN-γ Elispot assay as previously described [32,33]. Briefly two replicates of 250,000 PBMCs or ILN cells freshly collected from each pig were plated into two wells of a 96-well plate with PVDF membrane that were coated with anti-porcine IFN-γ antibody. The cells were stimulated with 100 µL of cRPMI containing 2.5 × 10^4^ TCID50 of CON90. For positive control, cells were plated at 5000 cells per well, followed by stimulation with a 100 µL cRPMI containing 10 ng/mL of phorbol 12 myristate 13-acetate (PMA) and 1 µg/mL of ionomycin. For negative control, cells were simply cultured in cRPMI. At 18 h post stimulation, the plate was washed with PBS- containing 0.05% Tween 20 (PBS-T) followed by incubation with biotin-labeled antibody against porcine IFN-γ (clone P2C11, BD Biosciences Pharmingen, San Diego, CA, USA). Spots were developed by using alkaline phosphatase-conjugated streptavidin (Southern Biotech, Birmingham, AL, USA) in conjunction with alkaline phosphatase substrate (Vector laboratories, Burlingame, CA, USA). Spots were counted and analyzed using an AID Elispot Reader Version 7.0 (AID GmbH, Strassberg, Germany).

### 2.6. Flow Cytometric Analysis of Immune Cells

Freshly isolated PBMCs and ILN cells were ex vivo stimulated with 1 × 10^5^ TCID50 of CON90 as described above. A Cocktail solution consisting of 10 ng/mL of PMA and 1 µg/mL of ionomycin was included as a positive control while cRPMI served as a negative control. At 12 hrs post-stimulation, 100 µL of cRPMI containing 1 µg/mL of Golgi-plug brefeldin A (BD Bioscience, San Jose, CA, USA) was added and further incubated for 6 hrs. Samples were centrifuged at 500× *g* for 10 min at room temperature. Cells were resuspended in flow cytometry staining buffer (FACS buffer) (PBS with 4% FBS and 0.1% sodium azide), and stained with anti-porcine CD3ε, CD4, and CD8 monoclonal antibodies and incubated on ice for 30 min in the dark. Cells were washed thrice using FACS buffer. The cells were fixed and permeabilized with 4% paraformaldehyde and 0.1% triton X-100, respectively, followed by intracellular staining with an IFN-γ antibody. Cells were analyzed by using a Cytek DxP10 cytometer (Cytek Biosciences, Fremont, CA, USA) and acquired data were analyzed using the FlowJo software (BD Biosciences, San Jose, CA, USA) with gating based upon fluorescence minus one (FMO) control. For each sample, 100,000 events were acquired. Relevant cell population was gated on CD3^+^ prior to analyzing the CD4^+^ and CD8^+^ cells (Figure S1a). IFN-γ positive cells were counted from individual CD4^+^, CD8^+^, and CD4^+^CD8^+^ double positive (DP) cells (Figure S1b).

### 2.7. RNA Sequencing

Total RNA was isolated from ILN collected from the infected and non-infected using the TRIzol reagent according to the manufacturer’s protocol. RNA was re-purified using RNeasy Mini Kit (Qiagen, Hilden, NRW, Germany) according to the manufacturer instructions, followed by a DNase treatment using Turbo DNA-free^TM^ kit (Life Technologies, V.A. Graiciuno 8, Vilnius, Lithuania) to remove DNA contamination. Purified RNA was submitted to Novogene Bioinformatics Technology Co.Ltd for RNA sequencing.

Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from 1 mg of total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M- MuLV Reverse Transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then 3 µL USER enzyme (NEB, Ipswich, MA, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified using AMPure XP system and library quality was assessed on the Agilent Bioanalyzer 2100 system. The libraries were sequenced on an Illumina platform Hiseq 2000 and approximately 40 million raw 125 bp/150 bp paired-end) reads were generated.

### 2.8. Differential Expression Analysis

RNA-Seq reads were first trimmed with Trim Galore version 0.6.4 [34,35], which include filtering reads shorter than 30 bp and low-quality ends from reads (Phred score: <20) and the option of removing reads with Ns. The quality of reads before and after trimming was checked with FastQC version 0.11.7 [36]. The filtered reads were aligned to the *Sus scrofa* genome (Sscrofa11.1; GCF_000003025.6) using TopHat version 2.0.14 [37,38,39] with a read mismatch of 0 and a maximum multi hits of 5 and further default parameters. Alignment files generated by TopHat were then used to generate gene counts using HTSeq version 0.9.1 (htseq-count), with a minimum alignment quality of 10 [40]. A data matrix of gene counts for all samples was created using a custom Python script and the data matrix was used to run the differential gene expression analysis in DESeq2 version 1.22.1 [41]. Genes with an adjusted *p* value smaller than 0.05 and a log_2_ fold change larger than 1 were considered as differentially expressed. The differential expression result table generated by DESeq2 was annotated with gene information obtained from Ensembl BioMart for *Sus scrofa*, supplemented by annotation from the GTF file. To visualize the level of PRRSV RNA genome, reads mapped to the PRRSV CON90 genome were counted base by base, normalized to counts per million and subsequently used to generate a coverage track using deepTools version 3.4.3 [42].

### 2.9. GO Enrichment Analysis and KEGG Pathway Analysis of Differentially Expressed Genes

Gene Ontology (GO) in the database (http://www.geneontology.org/) is an international standardized classification system for gene function, and it supplies a set of controlled vocabulary to comprehensively describe the properties of genes and gene products. GO enrichment analysis of DEGs was implemented by the GOseq R package [43], in which gene length bias was corrected. GO terms with corrected *p*-value less than 0.05 were considered significantly enriched by differentially expressed genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism, and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). KOBAS version 3.0 [44] was used to test the statistical enrichment of differential expression genes in KEGG pathway.

### 2.10. Statistical Analysis

Virus-specific T-cell data were analyzed by unpaired *t*-test analysis using GraphPad prism software version 8.3.1 (GraphPad Software, LLC, San Diego, CA, USA). A *p* < 0.05 was considered significant.

### 2.11. Data Access

Sequencing data from RNA-Seq were deposited in the NCBI GEO and are available under accession number GEO: GSE153174

## 3. Results

### 3.1. The Attenuated PRRSV Strain CON90 Established Persistent Infection in Pigs

All pigs inoculated with CON90 became viremic starting from 2 dpi. The viremia level increased and peaked at 7 dpi (Figure 1a). Pigs inoculated with CON90 did not displayed any clinical signs throughout the course of this study. At 46 dpi, ILN was collected and RNA was extracted. RT-PCR analysis revealed that viral RNA genome was detected in all five CON90-infected pigs but none of the sham-inoculated pigs (Figure 1b). Subsequently, the RNA samples were subjected to RNA-seq. 

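The sequencing output of the 10 libraries, as the paper's Table S1 lists it, fell into separate classes. The 4 infected pigs 310, 328, 350 and 400 had 40355686 to 51895766 raw reads with 39 to 41.5% GC. The infected pig 429 had 22810860 raw reads with 56.75% GC, and the 5 controls (pigs 297, 298, 314, 407 and 413) had 20308824 to 26412820 raw reads with 52 to 59.75% GC. The 4 libraries are called the low GC class here, and the library of pig 429 and those of the 5 controls the high GC class. All 4 low GC libraries were from infected pigs, and the high GC class held 1 infected and 5 control libraries. The paper's text names no reason for the difference in read GC content. The values given beside the conclusions use the deposited gene counts rather than these reads. Gene counts summed to 5410242 to 7327222 per library in the low GC class (median 6784622) and to 3003485 to 4341287 in the high GC class (median 3710424.5). By treatment, the median sum was 6292983 in the infected pigs (4341287 to 7327222) and 3550726 in the controls (3003485 to 4233404). The 10 genes with the largest counts held 3.20 to 5.72% of a library's counts.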

An average of 32 million paired-end reads were obtained for each RNA sample (Table S1). To confirm the presence of viral RNA during persistent infection in pigs, the reads were mapped to the CON90 genome. Viral RNA reads were only detected from ILN of CON90-infected pigs which mapped throughout the viral genome (Figure 1c). The results demonstrate that all five pigs in this study were persistently infected with the attenuated PRRSV strain CON90.

### 3.2. Robust Host Responses to CON90 Persistent Infection in ILN

To examine the host responses to CON90 persistent infection, RNA reads were mapped to the reference pig genome (Sscrofa11.1; GCF_000003025.6). 

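Total RNA was taken from the inguinal lymph node of 5 pigs injected with CON90, a PRRSV strain, and of 5 pigs injected with culture medium (DMEM), all at 46 dpi. Poly-T selected mRNA libraries were sequenced on an Illumina HiSeq as paired-end reads. By the paper's methods, reads were trimmed with Trim Galore, aligned with TopHat allowing no mismatch, and counted per gene with HTSeq at a minimum alignment quality of 10. Whether counting used the strand is not given in the sources used here, so genes that overlap on opposite strands could share counts. The authors deposited whole-number counts for each pig, over 23151 genes listed by symbol, and their own DESeq2 comparison of the groups. In the counts, 18241 genes had at least 1 count in any library, and 25 gene symbols that had been turned into dates were not matched to the Sscrofa11.1 annotation. Counts were scaled to CPM, counts per 1e6 counts, with the library sizes of the TMM method. After the low-count filter of edgeR, 12858 genes were tested with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment, infected against control. A gene was called past the threshold at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's criteria. DESeq2, which the paper used, was run as an alternative. Because read GC content split the libraries as described above, each comparison was repeated with the read GC class as a covariate. Only pig 429 and the 5 controls then carry the infection term, with the spread estimated over all 10 libraries. In another alternative, the dependence of log2 counts on gene GC content was removed from each library. The low GC class held infected pigs only, and the groups were housed in separate rooms, so neither class nor room can be told apart from infection for the 4 low GC pigs.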

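Principal components were computed from log2 CPM of the 12858 tested genes (prior count 2). PC1 held 91.9% of the variance and PC2 2.18%. The 4 infected pigs of the low GC class lay between −214 and −148 on PC1. Pig 429 lay at 124, inside the range of the controls (91.0 to 162). Across genes, which are not independent replicates, the loading on PC1 had a Spearman rho of 0.94 with the GC content of the gene. The separation of the groups, measured as the mean distance between pigs of different groups minus that between pigs of one group, was 135. Of the 252 assignments of 10 pigs to groups of 5, few gave as much (exact permutation test, one-sided p = 0.0317). Without pig 429 the separation was 222 (exact permutation test, one-sided p = 0.00794, the smallest that these assignments allow). The alternative that moved it most was the gene GC correction, at 33.8 (exact permutation test, one-sided p = 0.00794), where PC1 held 58.8% of the variance. Within the high GC class, pig 429 against 5 controls cannot give a share of assignments under 16.7%, so separation was not tested there.

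**Figure D1:**
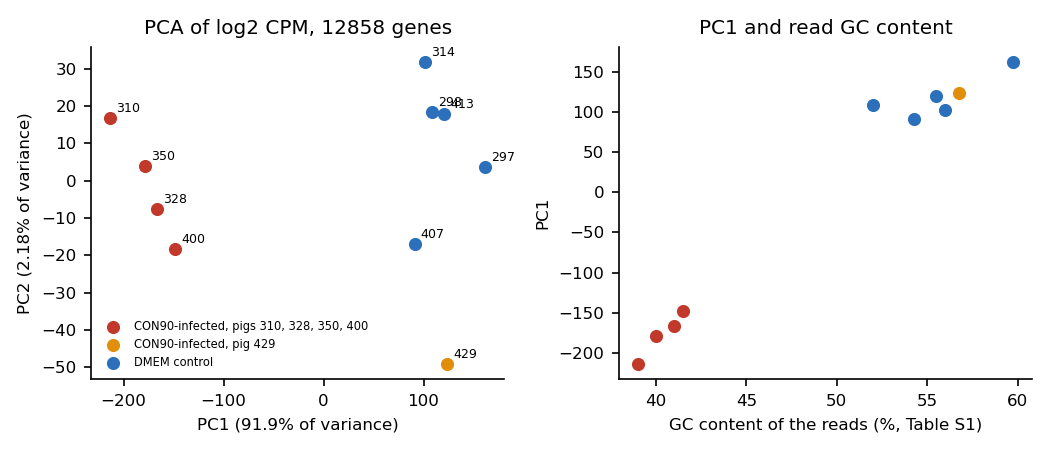
Left, PC1 and PC2 of log2 CPM for each pig, labelled by pig number and coloured by group, with the percent of variance on each axis. Right, PC1 against the GC content of the reads in percent (Table S1), where the 4 pigs at 39 to 41.5% GC lie below −148 and the other 6 libraries above 90.9793 on PC1.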

Principal component analysis (PCA) indicated that control and CON90-infected pigs formed separated clusters indicating that they had distinct transcriptional profiles (Figure 2a). The infected pigs showed more variability than the control pigs. In addition, one pig in the CON90-infected group (CON_429) showed a unique transcriptional profile, as it associated closer to the control pigs. This association is likely due to the different genetic makeup of this pig than the other four animals within this group.

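Variability was measured as the distance of each pig to the centroid of its own group in log2 CPM. The distance was 108 ± 79.2 (SD, n = 5) in infected pigs and 47.3 ± 12.9 (SD, n = 5) in controls. This spread within the groups differed by 60.6 (exact permutation test, two-sided p = 0.0397). Pig 429 lay at 245, the other infected pigs at 52.2 to 107, and the farthest control at 65.6. The alternative that moved the difference most was leaving out pig 429, which gave −1.34 (exact permutation test, two-sided p = 0.873). The 4 low GC pigs were 45.2 ± 9.89 (SD, n = 4) from their own centroid, between 36.0 and 56.9, and the controls between 34.6 and 65.6. The ratio of the means was 0.957 (exact permutation test, two-sided p = 0.802). Leaving out control 297, 298, 314, 407 or 413 gave differences of 67.7, 58.7, 61.5, 63.4 and 58.4, with p = 0.0556, 0.143, 0.127, 0.0873 and 0.135 (exact permutation tests, two-sided). With at least 10 counts required in every library the difference was 37.5 (exact permutation test, two-sided p = 0.111), and with the gene GC correction 13.5 (exact permutation test, two-sided p = 0.190).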

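The profile of pig 429 was 68.2 from the centroid of the controls and 305.6 from that of the other 4 infected pigs. Dividing the first distance by the second gives the position of pig 429, 0.223. Each control lay 43.3 to 82.0 from the centroid of the other controls, so the distance of pig 429 was within their range. Spearman rho of pig 429 across genes was 0.921 to 0.953 with the controls and at most 0.488 with the other infected pigs. Among the controls rho went down to 0.887, and among the 4 low GC pigs it was 0.965 to 0.986. Any low GC library against any high GC library gave 0.187 to 0.618. On PC2, pig 429 lay at −49.2, outside the range of the other 9 pigs (−18.3 to 31.8). The gene GC correction moved the position most, to 0.593, with 67.2 to the controls and 113.3 to the other infected pigs. With the 500 most variable genes it was 0.0935, with no low-count filter 0.269, and with at least 10 counts in every library 0.250. No 2 libraries of a group were alike within sampling noise (smallest chi-square per degree of freedom 7.10). A single pig allows no test of this position.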

Direct comparison of RNA transcripts between control and CON90-infected animals revealed a profound change in the transcriptional profiles in the ILN tissue of CON90-infected pigs. 

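Of the tested genes, 755 had every infected pig above every control and 741 every infected pig below, together 11.6%. Chance gives 0.794% if all libraries are exchangeable, but 9442 genes passed the threshold between the GC classes. Where the 4 low GC pigs already lie beyond all controls, only pig 429 must lie beyond them too, for which chance gives 16.7%. A class difference alone can thus give far more than 0.794%, so the 11.6% does not separate infection from library class. The log2 fold change depended on the GC content of the gene. Across 12838 genes with a known GC content, which are not independent replicates, Spearman rho was −0.92. For the 4 low GC pigs against the controls rho was −0.94, and for pig 429 within the high GC class it was 0.20. In the tenth of genes with the lowest GC content (31.72 to 40.04%), the median log2 fold change was 2.00 and 1148 of 1284 genes passed the threshold upwards. In the tenth with the highest GC content (63.42 to 83.27%), the median was −2.18 and 123 genes passed downwards. These groups of genes had medians of −0.23 and 0.06 in pig 429 against the controls. With the gene GC correction rho was −0.03. The common dispersion of the counts was 0.481 in the comparison of infected with control pigs and 0.0775 once the read GC class was a covariate.

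**Figure D2:**
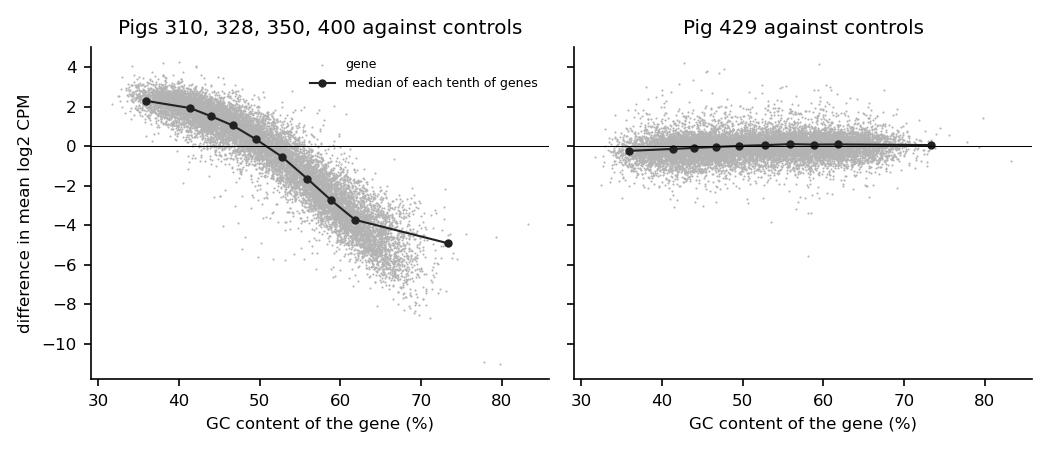
Difference in mean log2 CPM of each tested gene (grey) against its GC content in percent, for pigs 310, 328, 350 and 400 (left) and for pig 429 (right), each against the 5 controls. Black points are medians of groups of about 1284 genes by GC content, from 2.30 to −4.90 on the left and from −0.23 to 0.06 on the right.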

Out of 17553 genes in the annotated porcine genome, there were 6404 DEGs (FDR < 5%, |log_2_| fold change ≥ 1), of which 3960 DEGs were upregulated and 2444 DEGs were downregulated (Figure 2b and Table S2).

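Genes past the threshold numbered 5047 of 12858 (edgeR), 3735 higher and 1312 lower in infected pigs, so 74.0% of the calls were upward. An unadjusted p under 0.05 was reached by 7356 genes and an adjusted p under 0.05 by 5617. DESeq2 called 6372 genes, 3954 higher and 2418 lower (62.1% upward). The share of upward calls was 64.4% with library size alone, 63.9% with the gene GC correction, 40.4% with the replicate block (2995 higher and 4410 lower) and 46.9% without pig 429 (4642 higher and 5261 lower). The median log2 fold change of all tested genes was −0.05 with TMM, −0.13 with RLE, −0.20 with upper quartile factors and −0.30 with library size alone. The authors' deposited table calls 6404 genes of 17552, 3960 higher and 2444 lower. Of the 5638 genes called in the authors' deposited table and tested here, 4833 also passed the threshold, and 214 genes passed here alone. The alternative that moved the count most was the read GC class as covariate. Genes past the threshold within high GC libraries, pig 429 against the controls, were 23 (22 higher, 1 lower), with 1064 at an unadjusted p under 0.05 and 166 by DESeq2. Of these 23, 10 also passed in the comparison of all pigs. The count within the class was 35 without control 297, 11 without control 298 and 140 without control 407. After the gene GC correction 1234 genes passed, 789 higher and 445 lower, of which 504 also passed without it.

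Single pigs moved these counts. Genes past the threshold were 3292 without pig 350, 9903 without pig 429, 3150 without control 297 and 3297 without control 413. Genes lower in CON90-infected pigs were 737, 577, 511 and 631 without pig 310, 328, 350 or 400, 5261 without pig 429, and 476, 653, 732 and 555 without control 297, 298, 314 or 413. When the library of pig 429 was replaced by that of 1 control, the 4 low GC libraries and this control against the other high GC libraries gave 3038 genes with pig 297, 6138 with pig 298, 6506 with pig 314, 6996 with pig 407 and 4994 with pig 413.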

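The genes with the largest changes among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups, were taken by a fixed rule, 5 per direction. Upward, these were FAM184A (chromosome 1, 43003765 to 43113643, 18 exons, 42.1% GC), LOC110257135 (chromosome 15, 114963439 to 114979143, 1 exon, 34.2% GC), SCN11A (chromosome 13, 23602378 to 23692281, 29 exons, 44.8% GC), RGS13 (chromosome 10, 1056920 to 1082394, 9 exons, 45.5% GC) and MYBL1 (chromosome 4, 68120078 to 68159513, 16 exons, 38.1% GC). They measured 33.7 ± 13.6, 32.0 ± 18.7, 14.8 ± 12.2, 28.5 ± 15.8 and 160.1 ± 60.7 CPM (SD, n = 5) in infected pigs and 1.79 ± 0.471, 2.01 ± 1.10, 0.915 ± 0.774, 1.80 ± 0.7003 and 11.0 ± 9.13 CPM (SD, n = 5) in controls. Their log2 fold changes were 4.22 (SE 0.40), 3.97 (SE 0.64), 3.96 (SE 0.86), 3.95 (SE 0.54) and 3.85 (SE 0.54), with adjusted p = 0.00943, 0.0126, 0.0126, 0.0126 and 0.0126 (edgeR quasi-likelihood test with Benjamini-Hochberg (BH) adjustment). In pig 429 against the controls of its class they were 3.37 (SE 0.43), 1.62 (SE 0.62), 2.99 (SE 0.98), 3.96 (SE 0.65) and 2.78 (SE 0.55) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.00837, 0.472, 0.339, 0.0188 and 0.0649). FAM184A and RGS13 thus passed within the high GC class, and the others moved the same way without passing. The direction in pig 429 was fixed by the rule, which required no overlap between the groups, so it is no separate evidence.

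Downward, the rule gave COL26A1 (chromosome 3, 9003126 to 9164074, 14 exons, 65.6% GC), CRTAC1 (chromosome 14, 109237182 to 109390832, 16 exons, 56.9% GC), GALNT14 (chromosome 3, 108223315 to 108439602, 17 exons, 58.1% GC), MYO15B (chromosome 12, 5770139 to 5805136, 64 exons, 65.4% GC) and MCT7 (chromosome 3, 40616642 to 40619148, 7 exons, 65.2% GC). Mast cell tryptase MCT7 has near-identical neighbours with which it could share counts. CPM were 0.175 ± 0.294, 0.145 ± 0.0855, 0.799 ± 0.471, 0.576 ± 1.20 and 0.498 ± 1.11 (SD, n = 5) in infected pigs and 6.74 ± 3.30, 4.51 ± 1.76, 19.6 ± 14.4, 13.2 ± 5.48 and 11.2 ± 3.60 (SD, n = 5) in controls. Log2 fold changes of −5.22 (SE 0.91), −4.72 (SE 0.56), −4.57 (SE 0.67), −4.56 (SE 1.14) and −4.55 (SE 1.19) had adjusted p = 0.0126, 0.0126, 0.0126, 0.0146 and 0.0162 (edgeR quasi-likelihood test, BH-adjusted). The 4 low GC pigs had 0 counts of MCT7 and at most 1 count of MYO15B in a library, so without pig 429 the fitted values of these genes are no measure of size, and their calls were kept. Inside the high GC class the log2 fold changes were −3.26 (SE 1.00), −4.16 (SE 1.05), −4.08 (SE 1.18), −2.26 (SE 0.71) and −2.15 (SE 0.68), none past the threshold (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.285, 0.161, 0.235, 0.295 and 0.346; 5 unadjusted p under 0.05). For the downward genes too, the rule fixed the direction in pig 429. All 10 genes kept their calls in each leave-one-out fit and with the gene GC correction.

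In the high GC class, the rule gave RGS13, FAM184A and LOC396781 (an unplaced scaffold, 3676148 to 3841291, 16 exons, 59.5% GC), AFF2 (chromosome X, 120777559 to 121263574, 24 exons, 47.6% GC) and GCSAM (chromosome 13, 147623212 to 147643942, 6 exons, 45.6% GC) as higher, and SNRNP27 (chromosome 3, 72556127 to 72566023, 6 exons, 44.1% GC) as lower. In pig 429 CPM were 3776, 284, 47.8 and 1.81, against 88.9 to 571, 12.3 to 37.1, 1.29 to 7.46 and 11.11 to 19.5 in the controls. The log2 fold changes were 3.87 (SE 0.58), 3.78 (SE 0.40), 3.73 (SE 0.49) and −3.09 (SE 0.55), with adjusted p = 0.0124, 0.00236, 0.00837 and 0.0327 (edgeR quasi-likelihood test with the class as covariate, BH-adjusted). AFF2 and GCSAM also passed in the comparison of all pigs, at 2.83 (SE 0.45) and 2.95 (SE 0.51), with adjusted p = 0.0126 and 0.0126 (edgeR quasi-likelihood test, BH-adjusted). LOC396781 and SNRNP27 did not, at 1.63 (SE 1.35) and 0.38 (SE 0.56), with adjusted p = 0.295 and 0.551 (edgeR quasi-likelihood test, BH-adjusted). After correction for gene GC content, SNRNP27 passed downwards, at −1.05 (edgeR quasi-likelihood test, BH-adjusted p = 0.0469). LOC396781 was 51.5 ± 20.1 CPM (SD, n = 4) in the 4 low GC pigs, and without pig 429 it fell past the threshold (log2 fold change −2.28, edgeR quasi-likelihood test, BH-adjusted p = 0.000413).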

To understand their biological functions, DEGs were subjected to GO enrichment analysis. GO terms having a corrected value of *p* < 0.05 were considered statistically significant (Table S3). Significantly enriched GO terms were grouped under three categories: biological processes, molecular function, and cellular components. Thirty highly enriched GO terms in CON90-infected pigs are shown (Figure 3a). A large number of DEGs are enriched into the category of biological processes (cytoskeleton organization, multicellular organism development, regulation of intracellular signal transduction, cell communication, cell surface receptor signaling, regulation of programmed cell death etc.), followed by molecular function (cellular macromolecular catabolic processes, kinase activity, phosphotransferase activity, DNA binding, metal ion binding) and cellular components (ribonucleoprotein complexes, bounding membrane of organelles). 

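Terms of the gene ontology (GO) were taken from the authors' deposited table, and each was tested with Fisher's exact test (two-sided) against all annotated tested genes. Of these 10041 genes, 4018 (40.0%) were past the threshold. Among 2043 terms with at least 10 tested genes, 0 were enriched at a BH-adjusted p under 0.05 with edgeR calls, with 48 at an unadjusted p under 0.05 and 4 enriched with DESeq2 calls. GO terms enriched numbered 24 against all annotated genes instead of the tested ones, and 18 with no low-count filter. Leaving out pig 310, 328, 350, 400, 297, 298, 314, 407 or 413 gave 15, 17, 32, 12, 27, 12, 8, 6 and 22 enriched terms, so of the pigs left out, pig 350 moved the count most. The test of each direction alone, chosen after the joint result was seen, moved it further, to 41 terms for the higher and 50 for the lower genes. Each gene was counted only for the terms listed for it, so a broad term did not take in the genes of narrower ones. The paper used GOseq, which corrects for gene length, so the test here is not the paper's, and its gene sets may differ. Of the paper's terms, 9 of 13 had at least 10 tested genes. Ribonucleoprotein complex had 46 of 93 genes past the threshold (49.5%, 44 higher and 2 lower, Fisher's exact test, unadjusted p = 0.0704), with a median gene GC content of 46.84%. Kinase activity had 172 of 447 (38.5%), DNA binding 277 of 725 (38.2%) and metal ion binding 370 of 975 (37.9%). Cytoskeleton organization had 20 of 64 (31.25%) and multicellular organism development 38 of 118 (32.2%). Cell surface receptor signaling had 28 of 72 (38.9%) and phosphotransferase activity 4 of 15 (26.7%). Cell communication had 7 of 16 (43.75%, Fisher's exact test, unadjusted p = 0.802). All these shares were below the 40.0% of the background, apart from ribonucleoprotein complex and cell communication. With the 23 edgeR calls within the high GC class as input, 0 terms were enriched.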

KEGG pathway analysis revealed multiple enriched pathways including apoptosis, chemokine signaling, cellular, senescence, mitophagy, lysosome, endocytosis, and MAPK (Figure 3b and Table S4). Detailed analysis of selected enriched pathways is presented in the respective sections below.

### 3.3. Expression of Genes Involved in the Innate Immune Response

The innate immune system is the first line of defense against invading pathogens, with the major influence on the development of strong adaptive immune responses. CON90 is capable of inducing type I IFNs both in vitro and in vivo [27]. 

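A list of 56 type I IFN genes and interferon stimulated genes was fixed by hand. Of these, 44 passed the low-count filter, and IFNA1, IFNB1, IFNW1 and IFNE were not among them. Type I IFN and interferon stimulated genes called past the threshold were 18 (edgeR), and 18 when adjusted over the list alone. Among those higher in infected pigs were IFNAR1, IFIT1, IFIT2, IFIT3, IFI44, IFI44L, IFIH1, DDX58, HERC6, EIF2AK2, PARP9, PARP14, DTX3L, GBP1 and EPSTI1, and lower were IFITM3 and BST2. An unadjusted p under 0.05 was reached by 28, and DESeq2 called 22 (16 higher, 6 lower). Across the 44 genes, which are not independent replicates, the log2 fold change had a Spearman rho of −0.943 with gene GC content. Among high GC libraries alone, 0 genes passed (edgeR, 1 at an unadjusted p under 0.05, 0 by DESeq2). Corrected for gene GC content, 3 passed, CMPK2 higher and IFITM1 and IFITM3 lower, of which CMPK2 and IFITM1 are named after their values were seen. The type I IFN and interferon stimulated genes called were 7 without control 413, 9 without control 297, 10 without control 298 and 37 without pig 429.

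IFI44L (chromosome 6, 134660230 to 134679212, 7 exons, 35.6% GC) was 197 ± 104 CPM (SD, n = 5) in infected pigs and 37.3 ± 21.9 CPM (SD, n = 5) in controls, a log2 fold change of 2.40 (SE 0.67) (edgeR quasi-likelihood test, BH-adjusted p = 0.0195). IFI44L no longer passed without pig 413 (edgeR, BH-adjusted p = 0.0512). IFIT1 (chromosome 14, 101237403 to 101249486, 2 exons, 40.7% GC), in a cluster with an IFIT5-like copy with which it could share counts, was 115 ± 74.8 CPM (SD, n = 5) in infected pigs and 20.9 ± 19.8 CPM (SD, n = 5) in controls, a log2 fold change of 2.46 (SE 0.78) (edgeR quasi-likelihood test, BH-adjusted p = 0.0287). IFIT1 no longer passed without any 1 of pigs 297, 298, 310, 328, 350, 407 and 413 (edgeR, BH-adjusted p from 0.0506 to 0.0692). In pig 429 they stood at 20.4 and 11.8 CPM, inside the range of the controls (10.0 to 59.9 and 6.17 to 54.5 CPM), with log2 fold changes of −0.88 (SE 0.68) and −0.83 (SE 0.90) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.809 and 0.877). IFITM3 (chromosome 2, 128658 to 129736, 2 exons, 58.5% GC), next to near-identical copies, was 17.8 ± 25.4 CPM (SD, n = 5) in infected pigs and 95.5 ± 29.0 CPM (SD, n = 5) in controls, a log2 fold change of −2.43 (SE 0.77) (edgeR quasi-likelihood test, BH-adjusted p = 0.0292). IFITM3 no longer passed without any 1 of pigs 297, 314, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0522 to 0.0631), and it moved to −3.85 without pig 429. Over the alternatives run, adjusted p was 1.55e-05 to 0.809 for IFI44L, 0.000129 to 0.877 for IFIT1 and 9.22e-08 to 0.807 for IFITM3 (edgeR or DESeq2, BH-adjusted).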

In the current study, we did not detect differential expression of type I IFN or interferon stimulated genes (ISG) RNA transcripts, suggesting that the type-I IFN was not induced in ILN of CON-infected pigs at 46 dpi. 

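Genes of receptors for double- and single-stranded RNA were TLR3 (chromosome 15, 46966262 to 46977774, 8 exons, 38.4% GC), TLR7 (chromosome X, 9573178 to 9576987, 1 exon, 42.3% GC) and TLR8 (chromosome X, 9551284 to 9616762, 8 exons, 42.9% GC). The exon of TLR7 lies within the span of TLR8 but shares no exonic base with it. They measured 50.0 ± 33.7, 148 ± 70.5 and 179 ± 104 CPM (SD, n = 5) in infected pigs and 8.05 ± 3.82, 43.0 ± 19.3 and 45.7 ± 22.4 CPM (SD, n = 5) in controls. Their log2 fold changes were 2.63 (SE 0.73), 1.78 (SE 0.54) and 1.97 (SE 0.54), with adjusted p = 0.0186, 0.0252 and 0.0177 (edgeR quasi-likelihood test, BH-adjusted). The read GC class as covariate moved them most. In pig 429 CPM were 2.94, 22.9 and 40.1, against 3.86 to 12.8, 19.0 to 71.3 and 19.3 to 79.3 in the controls of the same class, and the log2 fold changes turned to −1.44 (SE 0.73), −0.91 (SE 0.52) and −0.19 (SE 0.58) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.666, 0.709 and 0.962). The 4 low GC pigs had 61.8 ± 24.3, 179 ± 11.5 and 214 ± 80.1 CPM (SD, n = 4). Pig 429 is the only infected pig of its class. Once gene GC content was corrected for, the log2 fold changes were 0.54, 0.19 and 0.48 (edgeR quasi-likelihood test, BH-adjusted p = 0.275, 0.595 and 0.199). TLR7 no longer passed without any 1 of pigs 297, 298, 310, 328, 350 and 413 (edgeR, BH-adjusted p from 0.0506 to 0.0627). Over the alternatives run, adjusted p ranged over 3.16e-06 to 0.666, 1.28e-05 to 0.709 and 3.27e-05 to 0.997 for TLR3, TLR7 and TLR8 (edgeR or DESeq2, BH-adjusted).

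**Figure D3:**
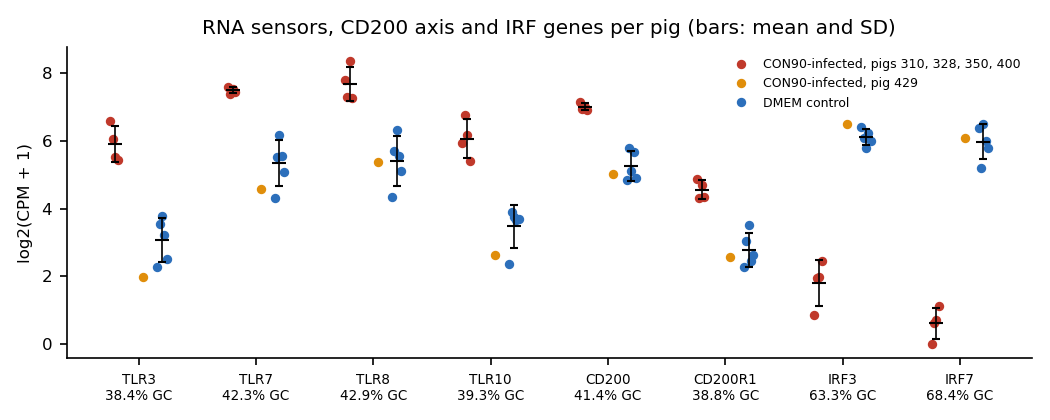
Log2(CPM + 1) of sensor, CD200 axis and IRF genes per pig, for infected pigs 310, 328, 350 and 400 (red), infected pig 429 (orange) and controls (blue), with bars for mean and SD and the GC content of each gene below its name. Pig 429 lies near the controls, with TLR3 at 2.94 CPM, below the lowest control.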

We observed an upregulation of RNA-sensing molecules including TLR3 (dsRNA), TLR7, and TLR8 (ssRNA) (Figure 4a). On the other hand, no differential expression of signaling molecules downstream of TLR pathways including interferon regulatory factors (IRF) IRF3 and IRF7, was observed (Table S2). In addition, we observed an upregulation of TLR10 mRNA in CON90-infected pigs. 

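IRF3 (chromosome 6, 54701733 to 54706079, 8 exons, 63.3% GC) and IRF7 (chromosome 2, 372235 to 375572, 9 exons, 68.4% GC) measured 20.1 ± 38.8 and 13.8 ± 29.5 CPM (SD, n = 5) in infected pigs and 68.4 ± 11.3 and 64.8 ± 21.7 CPM (SD, n = 5) in controls. Log2 fold changes were −1.77 (SE 1.10) and −2.24 (SE 1.45), neither past the threshold (adjusted p = 0.179 and 0.194, edgeR quasi-likelihood test, BH-adjusted). Of these 2 genes 0 passed by DESeq2 and 0 had an unadjusted p under 0.05. The authors' deposited DESeq2 table gives no p-value for IRF3, so the missing call there is no evidence that IRF3 was unchanged. IRF7 had a BH-adjusted p of 0.163 in that table (DESeq2). The infected mean and SD were set by pig 429, at 89.4 and 66.5 CPM, while the 4 low GC pigs had 2.76 ± 1.51 and 0.588 ± 0.479 CPM (SD, n = 4). Without pig 429 both genes passed the threshold downwards, at −4.60 and −6.73 (edgeR quasi-likelihood test, BH-adjusted p = 5.28e-08 and 3.29e-08). Limited to high GC libraries, the log2 fold changes were 0.39 (SE 0.44) and 0.04 (SE 0.52) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.886 and 0.991). With gene GC content corrected, they were 0.08 and −0.24 (edgeR quasi-likelihood test, BH-adjusted p = 0.825 and 0.671). Adjusted p of IRF3 and IRF7 ranged over 5.28e-08 to 0.921 and 3.29e-08 to 0.991 in the alternatives run (edgeR or DESeq2, BH-adjusted).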

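TLR10 (chromosome 8, 30124895 to 30134854, 3 exons, 39.3% GC) measured 56.9 ± 37.7 CPM (SD, n = 5) in infected pigs and 10.8 ± 3.84 CPM (SD, n = 5) in controls. The log2 fold change was 2.39 (SE 0.66) (edgeR quasi-likelihood test, BH-adjusted p = 0.0181), and it passed in each leave-one-out fit. Pig 429 had 5.21 CPM, inside the range of the controls (4.11 to 13.8 CPM), and a log2 fold change of −1.05 (SE 0.64) against them (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.740), as the only infected pig of its class. With the gene GC correction the log2 fold change was 0.43 (edgeR quasi-likelihood test, BH-adjusted p = 0.337). TLR10 had adjusted p from 4.3e-06 to 0.740 over the alternatives run (edgeR or DESeq2, BH-adjusted).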

While the ligands and signaling pathway involving TLR10 remain poorly understood, it has been demonstrated that TLR10 can act as an anti-inflammatory receptor which can also suppress TLR3-induced IFN-β production [45]. Interestingly, we observed an increased expression of CD200 (OX2) and its receptor CD200R (Figure 4a). 

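CD200 (chromosome 13, 147465858 to 147485818, 7 exons, 41.4% GC) and its receptor, read here as CD200R1 (chromosome 13, 146953135 to 146994325, 8 exons, 38.8% GC), measured 108 ± 43.7 and 19.3 ± 8.98 CPM (SD, n = 5) in infected pigs and 38.7 ± 12.2 and 6.24 ± 2.69 CPM (SD, n = 5) in controls. The log2 fold changes were 1.48 (SE 0.40) and 1.63 (SE 0.48), with adjusted p = 0.0179 and 0.0223 (edgeR quasi-likelihood test, BH-adjusted). A CD200-like gene next to CD200 and CD200R1L next to CD200R1 could share counts with them, so both values are uncertain. CD200R1 no longer passed without any 1 of pigs 297, 350 and 413 (edgeR, BH-adjusted p from 0.0524 to 0.0600). Pig 429 had 31.2 and 4.98 CPM against 27.8 to 53.9 and 3.86 to 10.5 CPM in the controls, log2 fold changes of −0.31 (SE 0.39) and −0.32 (SE 0.55) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.899 and 0.929). After the gene GC correction the direction changed, to −0.17 and −0.27 (edgeR quasi-likelihood test, BH-adjusted p = 0.509 and 0.461). Over the alternatives run, CD200 had adjusted p from 7.75e-06 to 0.899 and CD200R1 from 3.86e-05 to 0.951 (edgeR or DESeq2, BH-adjusted). Together with TLR3, TLR7, TLR8 and TLR10 the list has 6 genes. All 6 passed with edgeR, 6 adjusted over the list alone and 6 by DESeq2, though the study chose this list on these samples, so the count over the list is not independent evidence. Within the high GC class 0 passed (edgeR, 0 at an unadjusted p under 0.05, 0 by DESeq2), and with the gene GC correction 0 passed. RNA sensors and CD200 axis called were 4 without pig 350, control 297 or control 413.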

CD200R is an inhibitory immune receptor that is expressed on myeloid cells and B- and T-lymphocytes [46], while CD200 is widely expressed on multiple cell types including endothelial cells, neurons, and lymphocytes [47]. CD200/CD200R interaction suppresses cytokine production, and inflammatory responses [48].

The complement system is another crucial component of the innate immunity. It acts as an important link between innate and adaptive immune system. Thus, viruses have developed a mechanism to modulate complement responses by down-regulating activation proteins and up-regulation of regulatory proteins [49]. 

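Genes of complement regulators included CFI (chromosome 8, 112430824 to 112470844, 13 exons, 44.5% GC) and CD55 (chromosome 9, 67933069 to 67960380, 8 exons, 36.6% GC). They measured 27.5 ± 15.7 and 451 ± 182 CPM (SD, n = 5) in infected pigs and 6.38 ± 3.04 and 121 ± 53.6 CPM (SD, n = 5) in controls. On the log2 scale, fold changes were 2.10 (SE 0.54) and 1.90 (SE 0.47), with adjusted p = 0.0152 and 0.0141 (edgeR quasi-likelihood test, BH-adjusted). CFI moved most with the read GC class as covariate, and CD55 with the block and the gene GC correction together, where its direction changed. Pig 429 had 6.56 and 128 CPM against 2.83 to 11.0 and 44.0 to 192 CPM in the controls, with log2 fold changes of 0.04 (SE 0.61) and 0.08 (SE 0.49) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.994 and 0.982), so no increase held within the class. After correction for gene GC content, the log2 fold changes were 0.85 and 0.00 (edgeR quasi-likelihood test, BH-adjusted p = 0.0647 and 0.998). Both kept their calls in each leave-one-out fit. Adjusted p ranged over 1.98e-05 to 0.994 and 1.6e-05 to 0.998 for CFI and CD55 in the alternatives run (edgeR or DESeq2, BH-adjusted).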

In the current study, increased expression of regulatory proteins (CFH, CFI, and CD55) was observed from CON90-infected animals (Figure 4b). Conversely, C1q, a classical complement component involved in increasing virus neutralizing ability of antibodies [50] was down-regulated (Figure 4b). Collectively, the data suggest that the CON90 virus suppresses both complement activation and inflammatory responses at the site of persistent infection.

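C1q is encoded by 3 neighbouring genes, C1QA (chromosome 6, 80586259 to 80589213, 3 exons, 60.9% GC), C1QB (chromosome 6, 80601680 to 80606076, 4 exons, 59.7% GC) and C1QC (chromosome 6, 80592591 to 80597464, 3 exons, 57.8% GC). They measured 248 ± 444, 229 ± 418 and 268 ± 393 CPM (SD, n = 5) in infected pigs and 1251 ± 506, 1164 ± 503 and 1302 ± 527 CPM (SD, n = 5) in controls. The log2 fold changes were −2.34 (SE 0.99), −2.35 (SE 1.03) and −2.28 (SE 0.79), with adjusted p = 0.0743, 0.0815 and 0.0400 (edgeR quasi-likelihood test, BH-adjusted), so only C1QC passed the threshold with edgeR. DESeq2 called all 3, with log2 fold changes of −2.30, −2.30 and −2.26 (DESeq2, BH-adjusted p = 0.0337, 0.0382 and 0.0126). The 4 low GC pigs had 49.4 ± 15.8, 42.2 ± 14.8 and 92.8 ± 29.1 CPM (SD, n = 4), and pig 429 1041, 976 and 970.3 CPM. Without pig 429 the log2 fold changes were −4.62 and −4.74 for C1QA and C1QB and −3.77 for C1QC, and all 3 genes passed (edgeR quasi-likelihood test, BH-adjusted p = 3.17e-08 and 5.83e-08 for C1QA and C1QB). C1QC no longer passed without any 1 of pigs 297, 298, 310, 314, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0523 to 0.0888). Pig 429 lay inside the range of the controls (830.3 to 2058, 726 to 1976 and 796 to 2158 CPM), with log2 fold changes of −0.27 (SE 0.47), −0.25 (SE 0.51) and −0.42 (SE 0.48) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.930, 0.941 and 0.886). Corrected for gene GC content, C1QB and C1QC passed and C1QA did not, at −0.75, −1.23 and −1.17 (edgeR quasi-likelihood test, BH-adjusted p = 0.0995, 0.0280 and 0.0195). Over the alternatives run, adjusted p ranged over 3.17e-08 to 0.930, 5.83e-08 to 0.941 and 1.42e-07 to 0.886 for C1QA, C1QB and C1QC (edgeR or DESeq2, BH-adjusted).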

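Complement genes called past the threshold were 4 of the 6 in the list with edgeR, among them CFI and CD55 as higher and C1QC as lower, 6 when adjusted over the lists alone and 6 by DESeq2. The study chose these genes on these samples, so the count over the list is not independent evidence. Inside the high GC class 0 passed (edgeR; 1 at an unadjusted p under 0.05; 0 by DESeq2). Once gene GC content was corrected for, 2 passed, both C1q genes. The complement genes called were 2 without any 1 of pigs 310, 328, 350, 400, 297, 298, 407 and 413, and 6 without pig 429. The paper proposes that CON90 suppresses complement activation and inflammation where the virus persists.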

### 3.4. Expression of Genes Involved in the Apoptotic Pathway

Apoptosis is a powerful innate immunity mechanism to curtail viral spread through eliminating virally infected cells. Apoptosis can be triggered by both extrinsic and intrinsic stimuli [51]. It is well documented that PRRSV induces apoptosis in tissues of infected pigs, especially during an acute phase of the infection [15,16,52]. 

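TNFRSF1A (chromosome 5, 64319349 to 64331876, 10 exons, 59.4% GC) encodes the receptor 1 of TNFα, and 20.2% of its exonic bases overlap PLEKHG6 on the other strand, so its counts are uncertain. It measured 29.8 ± 30.4 CPM (SD, n = 5) in infected pigs and 118 ± 25.6 CPM (SD, n = 5) in controls, a log2 fold change of −1.99 (SE 0.56) (edgeR quasi-likelihood test, BH-adjusted p = 0.0191), and it passed in each leave-one-out fit. The gene GC correction moved it most and changed its direction, to 0.14 (edgeR quasi-likelihood test, BH-adjusted p = 0.690). Pig 429 had 83.5 CPM, within the controls' 78.0 to 139 CPM, and a log2 fold change of −0.50 (SE 0.40) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.817). TNFRSF1A had adjusted p from 2.21e-07 to 0.817 over the alternatives run (edgeR or DESeq2, BH-adjusted).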

In this study, expression of TNFRSF1A (TNFα receptor 1) gene that contains a death domain [53], was downregulated in the ILN of infected pigs (Figure 5). Similarly, expression of pro-apoptotic genes including AIFM2, CHAC1, and OSR1, was downregulated (Figure 5). On the other hand, expression of BIRC3 and Bfl-1/A1 (BCL2A1), two apoptosis inhibitors that interfere with caspase activation [54], was upregulated. Furthermore, expression of several negative regulators of apoptotic genes including BCL-2-associated killer 1 (BAK1), damage induced apoptosis suppressor (DDIAS), X-linked inhibitor of apoptosis protein (XIAP), MCL1, API, BNIP2, and FAIM was upregulated. Collectively, these results suggest that the pro-apoptotic signaling pathway was suppressed in ILN tissue of pigs persistently infected with CON90.

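The pro-apoptotic genes were AIFM2 (chromosome 14, 73054433 to 73074605, 12 exons, 59.9% GC), CHAC1 (chromosome 1, 130360510 to 130363332, 3 exons, 62.1% GC) and OSR1 (chromosome 3, 118368471 to 118765107, 10 exons, 56.8% GC). AIFM2 shares 19.0% of its exonic bases with a gene on the other strand and is uncertain. They measured 3.56 ± 6.504, 0.569 ± 1.08 and 4.95 ± 2.94 CPM (SD, n = 5) in infected pigs and 14.2 ± 3.52, 4.73 ± 3.34 and 15.0 ± 5.88 CPM (SD, n = 5) in controls. Fold changes in log2 were −2.01 (SE 1.00), −3.10 (SE 1.11) and −1.59 (SE 0.46), with adjusted p = 0.113, 0.0442 and 0.0210 (edgeR quasi-likelihood test, BH-adjusted). CHAC1 and OSR1 passed the threshold, and AIFM2 did not, nor by DESeq2 (log2 fold change −1.97, DESeq2, BH-adjusted p = 0.0812). Without pig 429 AIFM2 passed at −4.35 (edgeR quasi-likelihood test, BH-adjusted p = 4.29e-07), and CHAC1 moved to −5.36. CHAC1 no longer passed without any 1 of pigs 297, 298, 310, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0708 to 0.0982) and OSR1 no longer passed without any 1 of pigs 297, 350 and 413 (edgeR, BH-adjusted p from 0.0510 to 0.0575). CHAC1 had 106 counts in total, which limits its precision. Pig 429 had 15.2, 2.49 and 9.96 CPM, within the controls' 10.2 to 18.7, 0.767 to 9.50 and 7.25 to 23.1 CPM. Its log2 fold changes were 0.09 (SE 0.51), −0.91 (SE 0.93) and −0.58 (SE 0.56) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.980, 0.872 and 0.864). With gene GC content corrected, none passed, at −0.59, −1.19 and −0.03 (edgeR quasi-likelihood test, BH-adjusted p = 0.276, 0.274 and 0.959). For AIFM2, CHAC1 and OSR1, adjusted p ranged over 4.29e-07 to 0.980, 4.56e-05 to 0.872 and 0.000134 to 0.959 in the alternatives run (edgeR or DESeq2, BH-adjusted).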

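BIRC3 (chromosome 9, 33003570 to 33020252, 10 exons, 37.1% GC) and BCL2A1 (chromosome 7, 48887227 to 48897667, 2 exons, 42.9% GC) measured 1069 ± 632 and 43.3 ± 26.6 CPM (SD, n = 5) in infected pigs and 199 ± 89.7 and 11.3 ± 7.11 CPM (SD, n = 5) in controls. Their log2 fold changes were 2.43 (SE 0.62) and 1.94 (SE 0.71), with adjusted p = 0.0150 and 0.0481 (edgeR quasi-likelihood test, BH-adjusted). BIRC3 passed in each leave-one-out fit. BCL2A1 no longer passed without any 1 of pigs 297, 298, 310, 314, 328, 350, 400 and 413 (edgeR, BH-adjusted p from 0.0694 to 0.106). In pig 429 they had 129 and 3.40 CPM, against 71.2 to 315 and 3.34 to 22.4 CPM in the controls, and lower log2 values within the class, −0.62 (SE 0.58) and −1.73 (SE 0.82) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.855 and 0.620). With the gene GC correction neither passed, at 0.32 and 0.39 (edgeR quasi-likelihood test, BH-adjusted p = 0.212 and 0.494). BIRC3 had adjusted p from 5.25e-06 to 0.855 and BCL2A1 from 0.000113 to 0.620 over the alternatives run (edgeR or DESeq2, BH-adjusted).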

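BAK1 (chromosome 7, 29808849 to 29815345, 8 exons, 61.6% GC) measured 19.9 ± 36.6 CPM (SD, n = 5) in infected pigs and 62.6 ± 7.68 CPM (SD, n = 5) in controls, a log2 fold change of −1.66 (SE 0.99) (edgeR quasi-likelihood test, BH-adjusted p = 0.166), lower rather than higher and not past the threshold. A gene on the other strand covers 37.3% of its exonic bases, so its counts are uncertain. The others were DDIAS (chromosome 9, 17077884 to 17097597, 5 exons, 41.3% GC), XIAP (chromosome X, 101399374 to 101440021, 9 exons, 38.5% GC), MCL1 (chromosome 4, 98562092 to 98567014, 3 exons, 45.0% GC), API5 (chromosome 2, 18962262 to 18994235, 14 exons, 39.8% GC), BNIP2 (chromosome 1, 112272883 to 112370404, 14 exons, 39.2% GC) and FAIM (chromosome 13, 79397647 to 79411917, 8 exons, 46.8% GC), with API read as API5. Their CPM were 10.0 ± 4.61, 187 ± 97.3, 683 ± 324, 283 ± 146, 126 ± 68.3 and 7.41 ± 3.96 (SD, n = 5) in infected pigs and 1.70 ± 0.863, 51.9 ± 15.6, 258 ± 68.4, 62.7 ± 30.0, 33.3 ± 11.0 and 2.54 ± 0.657 (SD, n = 5) in controls. Log2 fold changes were 2.53 (SE 0.55), 1.85 (SE 0.49), 1.40 (SE 0.38), 2.17 (SE 0.55), 1.92 (SE 0.54) and 1.54 (SE 0.52), with adjusted p = 0.0126, 0.0163, 0.0173, 0.0146, 0.0194 and 0.0375 (edgeR quasi-likelihood test, BH-adjusted), all past the threshold. FAIM no longer passed without any 1 of pigs 297, 298, 310, 314, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0590 to 0.0903), and the others kept their calls. In pig 429 the 6 genes had 2.04, 34.9, 249, 56.4, 18.8 and 1.13 CPM, against 0.771 to 2.99, 30.6 to 72.9, 188 to 342, 22.4 to 99.6, 15.9 to 43.7 and 1.80 to 3.46 CPM in the controls. In the high GC class their log2 fold changes were 0.23 (SE 0.65), −0.57 (SE 0.43), −0.06 (SE 0.40), −0.16 (SE 0.56), −0.83 (SE 0.49) and −1.14 (SE 0.66) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.960, 0.797, 0.984, 0.969, 0.729 and 0.713). After the gene GC correction they were 0.86, −0.14, 0.25, 0.37, −0.04 and 0.68, none past the threshold (edgeR quasi-likelihood test, BH-adjusted p = 0.0557, 0.496, 0.328, 0.166, 0.895 and 0.200). For DDIAS, XIAP, MCL1, API5, BNIP2 and FAIM, adjusted p ranged over 3.75e-06 to 0.960, 2.85e-06 to 0.797, 2.45e-05 to 0.984, 1.22e-05 to 0.986, 4.19e-06 to 0.895 and 6.1e-05 to 0.713 in the alternatives run (edgeR or DESeq2, BH-adjusted).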

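Apoptosis genes called were 11 of the 13 named (3 of 4 pro-apoptotic genes lower, 8 of 9 others higher) with edgeR and by DESeq2, and 11 when adjusted over the lists alone. The study chose these genes on these samples, so the count over the list is not independent evidence. Among high GC libraries alone, 0 passed (edgeR, 0 at an unadjusted p under 0.05, 0 by DESeq2), and with the gene GC correction 0 passed. The apoptosis genes called were 7 without pig 350, control 297 or control 413, and 6 when at least 10 counts were required in every library. From the lower pro-apoptotic and the higher anti-apoptotic genes, the paper proposes that pro-apoptotic signaling was suppressed in the ILN of persistently infected pigs.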

### 3.5. Expression of Genes Involved in Immune Cell Migration and T-Cell Functions

Lymphocyte activation occurs in the secondary lymphoid organs. Activated T-cells then migrate to the sites of infection where they exert their effector functions to eliminate infected cells [55]. Cell-adhesion molecules, chemokines, and receptors play a central role in regulating T-cell migration [56]. PRRSV mainly persists in lymphoid tissue of infected pigs [17,18]. In this study, expression of several important chemokine ligands (CCL19, CCL21, CCL24, CCL22, CX3CL1, and CCL14) and chemokine receptors (CCR6 and CCR10) which play an essential role in migration and localization of lymphocytes and antigen-presenting cells (APCs) to the lymphoid tissues was down regulated in ILN of CON90-infected pigs (Figure 6a). On the other hand, expression of CD274 (PD-1), a marker of T-cell exhaustion, was upregulated (Figure 6b). Likewise, expression of inhibitory receptors HAVCR2 (also known as TIM3) and TGIT, which transmit the inhibitory signals for T-cell differentiation and effector activities [57], was upregulated. 

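The chemokine genes were CCL19 (chromosome 10, 32110366 to 32112529, 4 exons, 58.4% GC), CCL21 (chromosome 10, 32093783 to 32094482, 4 exons, 58.3% GC), CCL24 (chromosome 3, 10347397 to 10361500, 4 exons, 59.2% GC), CCL22 (chromosome 6, 19296726 to 19301506, 3 exons, 59.3% GC), CX3CL1 (chromosome 6, 19312351 to 19324439, 5 exons, 58.5% GC) and CCL14 (chromosome 12, 39611887 to 39616050, 3 exons, 58.5% GC), and the receptors CCR6 (chromosome 1, 2016600 to 2034172, 3 exons, 55.5% GC) and CCR10 (chromosome 12, 20157627 to 20159518, 2 exons, 68.7% GC). CCL14 lies in a cluster of near copies and could share counts with them. CPM were 85.4 ± 124, 97.4 ± 161, 4.97 ± 8.38, 1.31 ± 1.59, 6.98 ± 8.64, 2.09 ± 1.42 and 20.3 ± 28.6 (SD, n = 5) in infected pigs and 519 ± 154, 531 ± 235, 114 ± 44.9, 6.95 ± 4.08, 35.2 ± 13.6, 45.9 ± 16.8 and 78.1 ± 26.4 (SD, n = 5) in controls for the genes from CCL19 to CCR6. Their log2 fold changes were −2.60 (SE 0.80), −2.45 (SE 0.93), −4.52 (SE 1.04), −2.42 (SE 0.76), −2.34 (SE 0.68), −4.45 (SE 0.67) and −1.94 (SE 0.75), with adjusted p = 0.0264, 0.0537, 0.0130, 0.0287, 0.0223, 0.0126 and 0.0567 (edgeR quasi-likelihood test, BH-adjusted). CCL19, CCL24, CCL22, CX3CL1 and CCL14 passed the threshold, and CCL21 and CCR6 did not, though DESeq2 called them (log2 fold changes −2.42 and −1.93, DESeq2, BH-adjusted p = 0.0183 and 0.0281). CCR10, with 29 counts in total, was removed by the low-count filter, at 0.272 ± 0.607 CPM (SD, n = 5) in infected pigs and 1.18 ± 0.632 CPM (SD, n = 5) in controls, and DESeq2 did not call it (BH-adjusted p = 0.141). CCL19 no longer passed without any 1 of pigs 297, 328, 350, 400 and 413 (edgeR, BH-adjusted p from 0.0523 to 0.0624), CCL22 no longer passed without any 1 of pigs 297, 310, 314, 328, 350, 400 and 413 (edgeR, BH-adjusted p from 0.0500 to 0.0793) and CX3CL1 no longer passed without any 1 of pigs 297 and 350 (edgeR, BH-adjusted p from 0.0526 to 0.0546). Without pig 429 CCL21 and CCR6 passed at −4.33 and −3.32 (edgeR quasi-likelihood test, BH-adjusted p = 3.39e-07 and 3.49e-07), and CCL19 moved to −4.05.

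Limited to high GC libraries, which moved CCL19 most, pig 429 had 306, 384, 19.9, 4.07, 22.4, 3.85 and 71.3 CPM for these 7 genes, against 379 to 778, 296 to 918, 58.6 to 156, 3.17 to 13.9, 16.4 to 51.9, 23.5 to 67.0 and 52.2 to 117 CPM in the controls. All 7 log2 fold changes stayed negative, −0.76 (SE 0.53), −0.47 (SE 0.59), −2.51 (SE 0.65), −0.77 (SE 0.76), −0.65 (SE 0.50), −3.57 (SE 0.86) and −0.13 (SE 0.46), and none passed (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.776, 0.901, 0.173, 0.868, 0.809, 0.134 and 0.968). For CCL24 and CCL14 the unadjusted p of this test were 0.00178 and 0.00100. After correction for gene GC content, CCL19, CCL21, CCL24, CCL14 and CCR6 passed, at −1.27, −1.38, −3.16, −2.45 and −1.29, while CCL22 and CX3CL1 did not, at −0.53 and −0.73 (edgeR quasi-likelihood test, BH-adjusted p = 0.00408, 0.0121, 0.00152, 0.00560, 0.0294, 0.391 and 0.0812). For CCL19, CCL21, CCL24, CCL22, CX3CL1, CCL14 and CCR6, adjusted p ranged over 1.54e-07 to 0.776, 3.39e-07 to 0.901, 3.08e-08 to 0.173, 4.16e-05 to 0.868, 5.41e-07 to 0.809, 1.13e-11 to 0.134 and 3.49e-07 to 0.968 in the alternatives run (edgeR or DESeq2, BH-adjusted).

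**Figure D4:**
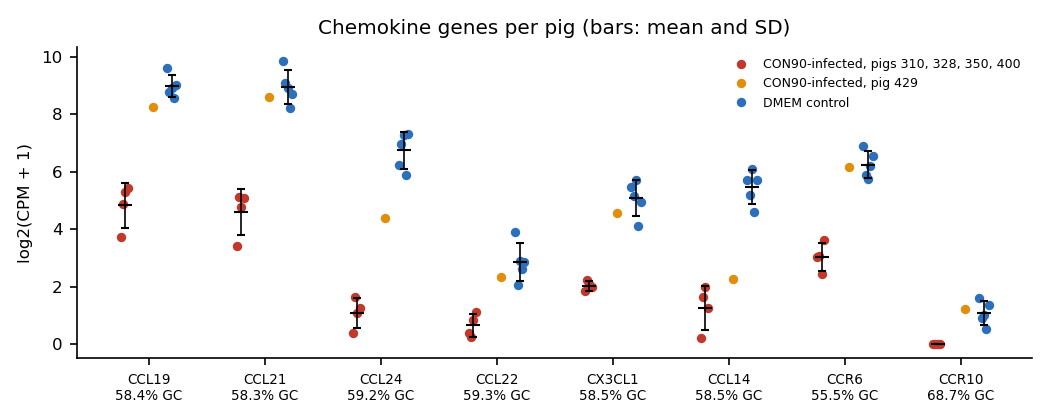
Log2(CPM + 1) of chemokine and receptor genes per pig, for infected pigs 310, 328, 350 and 400 (red), infected pig 429 (orange) and controls (blue), with bars for mean and SD and the GC content of each gene below its name. Pig 429 lies below the controls for CCL19, CCL24 and CCL14, at 306, 19.9 and 3.85 CPM.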

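CD274 (chromosome 1, 216646378 to 216792731, 17 exons, 41.4% GC) measured 29.7 ± 13.6 CPM (SD, n = 5) in infected pigs and 6.13 ± 2.10 CPM (SD, n = 5) in controls, a log2 fold change of 2.27 (SE 0.48) (edgeR quasi-likelihood test, BH-adjusted p = 0.0126), and it passed in each leave-one-out fit. The read GC class as covariate moved it most, with 7.02 CPM in pig 429, 3.10 to 8.53 CPM in the controls, and a log2 fold change of 0.18 (SE 0.48) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.953). Corrected for gene GC content, it was 0.55 (edgeR quasi-likelihood test, BH-adjusted p = 0.173). CD274 had adjusted p from 1.13e-06 to 0.953 over the alternatives run (edgeR or DESeq2, BH-adjusted).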

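HAVCR2 (chromosome 16, 66138157 to 66160568, 7 exons, 44.7% GC) and TIGIT (chromosome 13, 145673646 to 145799024, 8 exons, 48.6% GC) measured 35.3 ± 9.22 and 35.6 ± 10.1 CPM (SD, n = 5) in infected pigs and 12.8 ± 3.92 and 8.32 ± 5.37 CPM (SD, n = 5) in controls, with every infected pig above every control. On the log2 scale, fold changes were 1.46 (SE 0.31) and 2.09 (SE 0.43), with adjusted p = 0.0126 and 0.0126 (edgeR quasi-likelihood test, BH-adjusted), and both passed in each leave-one-out fit. Pig 429 had 31.0 and 32.6 CPM, above all 5 controls (9.25 to 18.8 and 4.09 to 17.7 CPM). Within the high GC class the log2 fold changes were 1.27 (SE 0.42) and 1.95 (SE 0.54), of the same direction but not past the threshold after adjustment (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.341 and 0.208; unadjusted p = 0.00864 and 0.00275). Once gene GC content was corrected for, TIGIT passed at 1.64 and HAVCR2 did not, at 0.46 (edgeR quasi-likelihood test, BH-adjusted p = 0.00972 and 0.293). For HAVCR2 and TIGIT, adjusted p ranged over 0.00014 to 0.451 and 9.79e-05 to 0.208 in the alternatives run (edgeR or DESeq2, BH-adjusted).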

We also found increased expression of other co-inhibitory molecules (BTLA, FASLG, FAS, and IDO1) that are associated with the regulation of T-cell exhaustion during chronic viral infection (Figure 6b). Together, the results suggest that T-cell migration to ILN, one of the sites of PRRSV persistence, might be affected because of the down regulation of important chemokines and receptors, and that the T-cells in ILN might be exhausted. 

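FASLG (chromosome 9, 115068314 to 115075147, 4 exons, 52.5% GC), FAS (chromosome 14, 100927305 to 100954781, 10 exons, 43.1% GC) and IDO1 (chromosome 17, 9245283 to 9260140, 10 exons, 47.4% GC) measured 4.86 ± 2.10, 66.5 ± 24.8 and 33.5 ± 16.6 CPM (SD, n = 5) in infected pigs and 1.72 ± 0.790, 15.5 ± 9.60 and 11.0 ± 4.26 CPM (SD, n = 5) in controls. Log2 fold changes of 1.48 (SE 0.47), 2.10 (SE 0.47) and 1.60 (SE 0.49) had adjusted p = 0.0300, 0.0128 and 0.0258 (edgeR quasi-likelihood test, BH-adjusted). FASLG no longer passed without any 1 of pigs 297, 298, 310, 314, 328, 350, 400 and 413 (edgeR, BH-adjusted p from 0.0537 to 0.0749) and IDO1 no longer passed without any 1 of pigs 297, 298, 314, 350, 400 and 413 (edgeR, BH-adjusted p from 0.0512 to 0.0628), while FAS kept its call. BTLA (chromosome 13, 147348641 to 147376741, 9 exons, 37.8% GC), with 46 counts in total, was removed by the low-count filter, at 1.42 ± 1.06 CPM (SD, n = 5) in infected pigs and 0.180 ± 0.280 CPM (SD, n = 5) in controls. DESeq2 called BTLA, with a log2 fold change of 2.81 (DESeq2, BH-adjusted p = 0.0429). Pig 429 had no BTLA count, and 1.58, 24.0 and 7.92 CPM for FASLG, FAS and IDO1, against 1.02 to 2.77, 9.05 to 31.8 and 5.43 to 16.0 CPM in the controls. Inside the high GC class the log2 fold changes of FASLG, FAS and IDO1 were −0.13 (SE 0.69), 0.62 (SE 0.53) and −0.48 (SE 0.54) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.978, 0.832 and 0.884). With gene GC content corrected, FASLG passed and FAS and IDO1 did not, at 1.88, 0.73 and 0.82 (edgeR quasi-likelihood test, BH-adjusted p = 0.0157, 0.0741 and 0.105). For FASLG, FAS and IDO1, adjusted p ranged over 0.000471 to 0.978, 1.61e-05 to 0.832 and 3.69e-05 to 0.977 in the alternatives run (edgeR or DESeq2, BH-adjusted).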

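Chemokine genes called past the threshold were 5 of 7 tested with edgeR, all lower, and 7 by DESeq2 or when adjusted over the list alone. T-cell exhaustion genes called were 6 of 6 tested, all higher, 6 adjusted over the list alone and 7 by DESeq2. The study chose both lists on these samples, so the counts over the lists are not independent evidence. In the high GC class 0 chemokine genes passed with edgeR (2 at an unadjusted p under 0.05 and 2 by DESeq2), and 0 exhaustion genes (2 at an unadjusted p under 0.05 and 0 by DESeq2). With the gene GC correction 5 chemokine and 2 exhaustion genes passed. The chemokine genes called were 2 without pig 350 or control 297 and 3 without pig 328, pig 400 or control 413. The T-cell exhaustion genes called were 4 without pig 350, pig 400 or control 297, 298, 314 or 413. From these changes the paper proposes that T-cell migration to the ILN might be affected and that T-cells there might be exhausted.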

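Markers of regulatory T-cells were fixed as FOXP3 (chromosome X, 43303777 to 43328164, 13 exons, 59.3% GC), IL2RA (chromosome 10, 64948149 to 65001320, 9 exons, 50.9% GC), CTLA4 (chromosome 15, 107283081 to 107288041, 4 exons, 52.2% GC), IKZF2 (chromosome 15, 115512160 to 115677503, 17 exons, 37.0% GC), TNFRSF18 (chromosome 6, 63516037 to 63519323, 3 exons, 68.5% GC) and IL10 (chromosome 9, 67400727 to 67405941, 5 exons, 47.7% GC). Their CPM were 2.41 ± 3.88, 24.2 ± 19.5, 7.17 ± 3.76, 602 ± 257, 3.94 ± 8.81 and 7.67 ± 3.70 (SD, n = 5) in infected pigs and 12.7 ± 4.29, 26.1 ± 8.96, 3.49 ± 1.90, 125 ± 56.1, 13.0 ± 4.21 and 5.53 ± 2.48 (SD, n = 5) in controls. Fold changes in log2 were −2.41 (SE 0.94), −0.11 (SE 0.50), 1.03 (SE 0.51), 2.27 (SE 0.46), −1.74 (SE 1.52) and 0.47 (SE 0.44), with adjusted p = 0.0589, 0.845, 0.110, 0.0126, 0.320 and 0.352 (edgeR quasi-likelihood test, BH-adjusted). Treg markers called lower were 0 of 6 (edgeR, 0 adjusted over the list alone), with 2 of either direction at an unadjusted p under 0.05. IKZF2 passed upwards and kept its call in each leave-one-out fit. By DESeq2, FOXP3 passed downwards (log2 fold change −2.40, DESeq2, BH-adjusted p = 0.0257). Without pig 429 FOXP3 and TNFRSF18 passed downwards at −4.10 and −8.93 and CTLA4 upwards at 1.19 (edgeR quasi-likelihood test, BH-adjusted p = 5.27e-06, 3.98e-07 and 0.0263). All 4 low GC pigs had 0 counts of TNFRSF18, so its fitted value is no measure of size. Among high GC libraries alone, which moved FOXP3 most, the log2 fold changes were −0.45 (SE 0.67), 1.13 (SE 0.48), 0.28 (SE 0.78), 0.37 (SE 0.44), 0.60 (SE 0.49) and −0.60 (SE 0.68) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.918, 0.555, 0.957, 0.890, 0.824 and 0.884), with 9.28, 57.3, 4.30, 161, 19.7 and 3.62 CPM in pig 429 and 6.14 to 16.5, 17.0 to 40.7, 2.31 to 6.82, 64.8 to 215, 7.67 to 19.0 and 2.31 to 9.20 CPM in the controls. After the gene GC correction none passed, at −0.86, −0.15, 1.35, 0.32, 0.05 and −0.17 (edgeR quasi-likelihood test, BH-adjusted p = 0.159, 0.831, 0.0683, 0.224, 0.950 and 0.748). For FOXP3, IL2RA, CTLA4, IKZF2, TNFRSF18 and IL10, adjusted p ranged over 5.27e-06 to 0.918, 0.0630 to 0.967, 0.00681 to 0.957, 1.7e-06 to 0.890, 3.98e-07 to 0.950 and 0.0260 to 0.884 in the alternatives run (edgeR or DESeq2, BH-adjusted).

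Fig. 6c of the paper also shows CMIP (chromosome 6, 6653237 to 6881874, 21 exons, 58.6% GC) and STAT5A (chromosome 12, 20474221 to 20498785, 20 exons, 58.1% GC). They measured 47.9 ± 49.6 and 54.6 ± 50.3 CPM (SD, n = 5) in infected pigs and 129.7 ± 33.0 and 166 ± 28.2 CPM (SD, n = 5) in controls. Log2 fold changes were −1.44 (SE 0.54) and −1.60 (SE 0.51), with adjusted p = 0.0518 and 0.0289 (edgeR quasi-likelihood test, BH-adjusted). DESeq2 called both (log2 fold changes −1.45 and −1.63, BH-adjusted p = 0.0334 and 0.0110). STAT5A no longer passed without any 1 of pigs 297, 314, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0506 to 0.0708), and without pig 429 CMIP passed at −2.29 (edgeR quasi-likelihood test, BH-adjusted p = 3.86e-07). Limited to high GC libraries, they were 0.07 (SE 0.34) and −0.22 (SE 0.39) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.976 and 0.932), and with the gene GC correction the direction changed, to 0.43 and 0.11 (edgeR quasi-likelihood test, BH-adjusted p = 0.0918 and 0.682). CMIP had adjusted p from 3.86e-07 to 0.976 and STAT5A from 1.23e-06 to 0.932 over the alternatives run (edgeR or DESeq2, BH-adjusted).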

Interestingly, markers of regulatory T-cells (T_reg_) were downregulated in ILN of infected pigs (Figure 6c), suggesting that T_reg_ might not be present in ILN at 46 dpi.

### 3.6. Frequencies of Virus-Specific T Cells in PMBCs and ILN

Since the expression of chemokines and receptors important for T-cell migration was downregulated in ILN, we sought to compare the frequencies of virus-specific T-cells in PBMCs and in ILN using the IFN-γ SC Elispot assay. The number of spots was similar when PBMCs and ILN cells were stimulated with non-specific T-cell activator PHA/Ionomycin. However, the number of spots was significantly lower in ILN than in PBMCs when the cells were stimulated with whole PRRSV antigen (Figure 7a). The results clearly indicate that the frequencies of PRRSV-specific IFN-γ SCs were significantly lower in ILN than in PBMCs. To further elucidate the phenotypes of PRRSV-specific T-cells, we used a multi-color flow cytometric assay to identify subsets of T-cells that secrete IFN-γ in response to PRRSV activation ex vivo. CD4^+^ CD8^+^ DP cells were the major T-cell population secreting IFN-γ, both in PBMCs and ILN. Swine have a significant population of extrathymic CD4^+^ CD8^+^ DP T cells that represent memory T-cells [58]. Similar to the Elispot assay, the flow cytometric assay also indicated that the percentage of T-cell secreting IFN-γ was comparatively lower in ILN than in PBMCs (Figure 7b). Cells collected from DMEM-inoculated pigs did not show any significant T-cell reactivities after ex vivo stimulation with CON90, both in Elispot and in flow cytometry assays (data not shown).

### 3.7. Expression of Genes Involved in the Humoral Immune Response

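Of the 8 genes of the paper's humoral list, among them IL21, RGS13, NUGGC, TNFSF13B, TNFSF8, MS4A1 and RFTN2, 7 passed the low-count filter, and humoral genes called past the threshold were 7, all higher in infected pigs (edgeR). Adjusted over the list alone 7 passed, and the study chose the list on these samples, so this count is not independent evidence. DESeq2 called 8. Requiring at least 10 counts in every library moved the count as much as the read GC class, and each left 2. Within the high GC class these were RGS13 and NUGGC (4 at an unadjusted p under 0.05, 3 by DESeq2). After correction for gene GC content, 4 passed, among them RGS13, NUGGC and MS4A1, and with library size alone the humoral genes called were also 4. They were also 4 without pig 328, pig 400, control 297 or control 413. The mean log2 CPM of the 7 genes was 2.32 higher in infected pigs, with no test given for it, because the list was chosen on these samples. It was 1.76 higher in pig 429 than in the controls, above each of the 5.

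**Figure D5:**
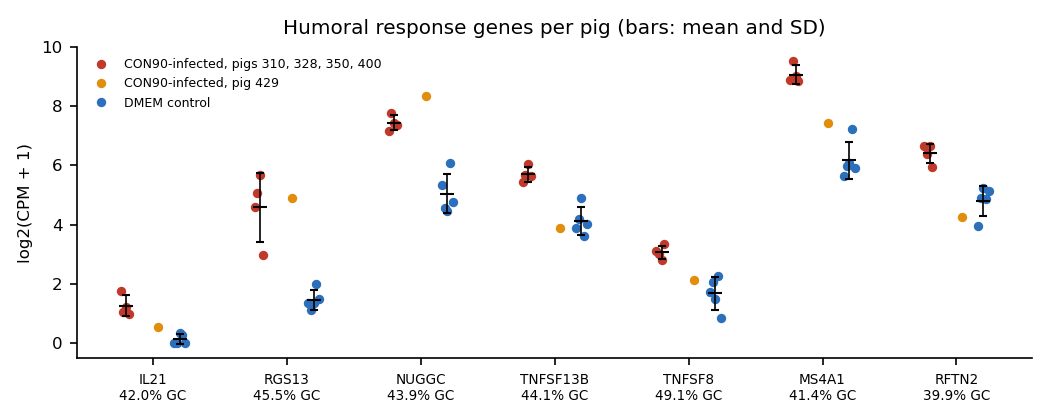
Log2(CPM + 1) of humoral response genes per pig, for infected pigs 310, 328, 350 and 400 (red), infected pig 429 (orange) and controls (blue), with bars for mean and SD and the GC content of each gene below its name. Pig 429 lies above the controls for IL21, RGS13, NUGGC and MS4A1, with 326 CPM of NUGGC.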

A number of genes associated with Th2, or humoral response, were upregulated in the ILN of CON90-infected pigs (Figure 8a). IL-21, RGS13, and NUGGC are involved in the development of germinal center (GC) and activation of B-cell follicles [59]. 

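RGS13 (chromosome 10, 1056920 to 1082394, 9 exons, 45.5% GC) and NUGGC (chromosome 14, 11775684 to 11826162, 20 exons, 43.9% GC) measured 28.5 ± 15.8 and 205 ± 73.3 CPM (SD, n = 5) in infected pigs and 1.80 ± 0.7003 and 35.1 ± 18.8 CPM (SD, n = 5) in controls, with every infected pig above every control. Their log2 fold changes were 3.95 (SE 0.54) and 2.54 (SE 0.40), with adjusted p = 0.0126 and 0.0126 (edgeR quasi-likelihood test, BH-adjusted), and both passed in each leave-one-out fit. In pig 429 they had 29.0 and 326 CPM, and both also passed within the high GC class, at 3.96 (SE 0.65) and 3.21 (SE 0.42) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.0188 and 0.00837). Corrected for gene GC content, they were 3.06 and 1.74 (edgeR quasi-likelihood test, BH-adjusted p = 0.00462 and 0.0442). RGS13 had adjusted p from 2.12e-09 to 0.0392 and NUGGC from 7.9e-07 to 0.0851 over the alternatives run (edgeR or DESeq2, BH-adjusted). IL21 (chromosome 8, 101532742 to 101540712, 5 exons, 42.0% GC), with 38 counts in total, was removed by the low-count filter, and a gene on the other strand covers 17.3% of its exonic bases. It measured 1.24 ± 0.722 CPM (SD, n = 5) in infected pigs and 0.0938 ± 0.129 CPM (SD, n = 5) in controls, with 0.453 CPM in pig 429 and 0 to 0.256 CPM in the controls. DESeq2 called it, with a log2 fold change of 3.52 (DESeq2, BH-adjusted p = 0.00592).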

TNFSF13B and TNFSF8 are potent activators of B-cell lineage and Ig class switching, respectively [60]. 

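TNFSF13B (chromosome 11, 75599296 to 75633044, 6 exons, 44.1% GC) and TNFSF8 (chromosome 1, 255436206 to 255459020, 5 exons, 49.1% GC) measured 44.0 ± 18.9 and 6.61 ± 2.13 CPM (SD, n = 5) in infected pigs and 17.3 ± 6.86 and 2.38 ± 1.19 CPM (SD, n = 5) in controls. On the log2 scale, fold changes were 1.35 (SE 0.42) and 1.46 (SE 0.45), with adjusted p = 0.0282 and 0.0259 (edgeR quasi-likelihood test, BH-adjusted). TNFSF13B no longer passed without any 1 of pigs 297, 298, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0536 to 0.0713) and TNFSF8 no longer passed without any 1 of pigs 297, 310, 314, 328, 400 and 413 (edgeR, BH-adjusted p from 0.0507 to 0.0636). Pig 429 had 13.8 and 3.40 CPM, inside the controls' 11.3 to 28.9 and 0.775 to 3.84 CPM, with log2 fold changes of −0.32 (SE 0.47) and 0.50 (SE 0.64) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.915 and 0.902). Once gene GC content was corrected for, neither passed, at 0.05 and 1.08 (edgeR quasi-likelihood test, BH-adjusted p = 0.901 and 0.0525). TNFSF13B had adjusted p from 5.86e-05 to 0.997 and TNFSF8 from 0.000885 to 0.902 over the alternatives run (edgeR or DESeq2, BH-adjusted).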

B-cell surface antigens MS4A1 (CD20), activation-induced cytidine deaminase (AICDA) [61], and rafting family member 2 (RFTN2) are associated with B-cell receptor signaling. 

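MS4A1 (chromosome 2, 11216238 to 11229060, 9 exons, 41.4% GC) and RFTN2 (chromosome 15, 101433839 to 101500926, 9 exons, 39.9% GC) measured 473 ± 202 and 71.9 ± 34.0 CPM (SD, n = 5) in infected pigs and 77.6 ± 41.2 and 28.3 ± 8.50 CPM (SD, n = 5) in controls. Their log2 fold changes were 2.61 (SE 0.44) and 1.34 (SE 0.45), with adjusted p = 0.0126 and 0.0352 (edgeR quasi-likelihood test, BH-adjusted). For MS4A1 every infected pig was above every control, and it passed in each leave-one-out fit. RFTN2 no longer passed without any 1 of pigs 297, 298, 310, 314, 328, 350, 400, 407 and 413 (edgeR, BH-adjusted p from 0.0531 to 0.0817). Pig 429 had 172 and 17.9 CPM, against 49.1 to 150.3 and 14.4 to 36.3 CPM in the controls. Inside the high GC class the log2 fold changes were 1.14 (SE 0.45) and −0.66 (SE 0.46), not past the threshold (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.509 and 0.775; unadjusted p = 0.0241 and 0.169). With gene GC content corrected, MS4A1 passed at 1.07, and RFTN2 turned to −0.47 (edgeR quasi-likelihood test, BH-adjusted p = 0.0110 and 0.0544). For MS4A1 and RFTN2, adjusted p ranged over 1.3e-06 to 0.509 and 4.23e-05 to 0.775 in the alternatives run (edgeR or DESeq2, BH-adjusted).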

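For the 7 tested humoral genes from RGS13 to RFTN2, the median log2 fold change was 2.54 in the comparison of all pigs, 1.14 in pig 429 within the high GC class and 1.08 with the gene GC correction. The sign was positive for 5 of 7 genes in pig 429 and for 6 of 7 after the correction. With the correction, the mean log2 CPM of the list was 1.15 higher in infected pigs than in controls and 0.969 higher in the 4 low GC pigs. These are values without a test, since the study picked the list on these libraries.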

The upregulated expression of these genes in ILN of infected animals suggested that the humoral immune response to CON90-infection was not affected. To corroborate transcriptome data, we measured both virus-specific antibody levels at various time points post-infection. High levels of non-neutralizing antibodies specific to viral N protein (measured by a commercial ELISA) were detected in all pigs (Figure 8b). However, only minimal levels of virus-neutralizing antibodies (titer 1:2) were detected in the serum of infected pigs at 46 dpi (Figure 8c). Together, both transcriptomic and serological data indicate that B-cell development and antibody production are not affected by CON90-infection. However, low levels of virus-neutralizing antibodies are likely due to the virus ability to escape antibody neutralization (see below).

## 4. Discussion

PRRSV persists in lymphoid tissue of infected pigs for several months [17,18]. The mechanism of PRRSV persistence is not fully understood. We performed genome-wide transcriptome analysis of lymphoid tissue collected from pigs persistently infected with an attenuated PRRSV strain using RNA-seq technology that detects both host and viral RNA. Viral RNA reads were detected in ILN of all five infected pigs. It was reported previously that PRRSV genome mainly exists in dsRNA forms in lymphoid tissues during persistent infection [26]. Since only mRNA (purified by using poly-T oligo-attached magnetic beads) was used for library construction and RNA sequencing, the viral RNA reads detected in this study must be derived from either viral genomic RNA or sub-genomic mRNA, not from dsRNA. The viral RNA reads map throughout the viral genome. However, we are not able to discern whether these reads are derived from genomic or sub-genomic mRNA because we used a short-read RNA sequencing platform. It would be interesting to use long-read RNA sequencing to study the viral transcriptome at different states of infection in pigs [62].

It was reported previously that no significant DEGs were observed in lymphoid tissue of persistently infected animals [26]. In the current study, we identified a large number of DEGs in persistently infected animals (Figure 2b). This might be due to the difference in the experimental setup. In the previous study, pigs were infected with a wild-type PRRSV-1 whereas in this current study, pigs were infected with an attenuated synthetic PRRSV strain [27,63]. Besides, the previous study looked at a small set of selected genes while in this study we look at the genome-wide RNA transcriptome. 

GO terms and KEGG analysis revealed that genes involved in the innate immune (complement and TLR) pathways, apoptosis, cytokine-chemokine signaling, T-cell exhaustion, and humoral responses are highly differentially expressed in PRRSV-infected animals compared to control. The complement system is a constituent of innate immunity that serves by neutralizing cell-free viruses, lysing virus-infected cells, and boosting virus specific responses [64]. It also links the innate and adaptive immune responses, enhances humoral immunity, regulates antibody effector mechanisms, and modulates T-cell function [65]. Many viruses have developed a strategy to evade the complement pathway by recruiting or enhancing the production of host transcription regulatory components. During acute infection (7 dpi), PRRSV significantly represses the expression of complement regulatory components (CD55 and C4BPB) in lung tissue [16]. Early complement activation during acute infection facilitates the release of newly formed virions from infected cells, yet, chronic viral infection is reported to suppress the activity of complement activation proteins and increases the activity of regulatory proteins (Reviewed [49]).

In the current study, we found overexpression of CFH and CFI along with another regulatory factor CD55 (decay-accelerating factor). Overexpression of CFH, a major soluble regulator of the alternative pathway, results in inhibition of C3 and C5 convertase enzymes. CFI suppresses the complement active proteins C3b (opsonin) and C4b via mediating cleavage to their inactive form [66,67]. Regulatory factor CD55 is an inhibitor of C3 convertase which prevents C3b deposition on the cell surface [68]. Apart from that, we also see the downregulation of C1q, which increases neutralizing and hemagglutination inhibition activity of anti-influenza antibodies [50]. 

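Besides C1q, the complement genes were C1R (chromosome 5, 63644097 to 63655149, 11 exons, 56.0% GC) and C5 (chromosome 1, 260995662 to 261088868, 41 exons, 40.5% GC). C1R measured 113 ± 95.9 CPM (SD, n = 5) in infected pigs and 265 ± 64.3 CPM (SD, n = 5) in controls, a log2 fold change of −1.23 (SE 0.46) (edgeR quasi-likelihood test, BH-adjusted p = 0.0529), not past the threshold. DESeq2 called it (log2 fold change −1.25, DESeq2, BH-adjusted p = 0.0378), and without pig 429 it passed at −1.87 (edgeR quasi-likelihood test, BH-adjusted p = 4.02e-06). In pig 429 it had 283 CPM against 208 to 369 CPM in the controls, a log2 fold change of 0.09 (SE 0.36) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.969). With the gene GC correction it was −0.18 (edgeR quasi-likelihood test, BH-adjusted p = 0.542), and its adjusted p ranged over 4.02e-06 to 0.969 in the alternatives run (edgeR or DESeq2, BH-adjusted). C5, with 99 counts in total, was removed by the low-count filter. It measured 3.02 ± 1.05 CPM (SD, n = 5) in infected pigs and 0.625 ± 0.570 CPM (SD, n = 5) in controls, with every infected pig above every control. DESeq2 called it as higher (log2 fold change 2.16, DESeq2, BH-adjusted p = 0.00422).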

Available data from previous studies and the current study suggest that activation of complement pathway during acute infection helps to disseminate virus, while suppression of complement components like C1q, C1r, and C5, and upregulation in regulatory components during persistent infection facilitates the virus to escape from the complement system to maintain persistence in lymphoid tissues.

Most naturally occurring PRRSV strains suppress type I IFN production by inhibiting the activation and nuclear translocation of IRF3/IRF7 and NF-kB [69,70]. Deficiency of IRF3/7 results in severe mortality to infection with West Nile virus (WNV), Chikungunya virus (CHIKV), and Ross River virus infection, and promotes viral persistence in the infected hosts [71,72,73]. It has been reported that PRRSV nsp1β inhibits IRF3 phosphorylation and nuclear translocation; thus, inhibiting IFN production [69,74,75]. Interestingly, the synthetic PRRSV-CON and its attenuated form CON90 were able to induce type I IFNs [27,76]. Contrary to its nature to induce type I IFN, in the current study no upregulation of canonical type I IFN signaling pathway-associated genes was observed. However, expression of RNA sensing molecules including TLR3, TLR7, and TLR8 was upregulated in CON90-infected animals. 

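Genes of the type I IFN pathway past the threshold included IFNAR1 (chromosome 13, 196925731 to 196951398, 11 exons, 45.5% GC), IFIH1 (chromosome 15, 68930998 to 68985145, 16 exons, 42.6% GC), DDX58 (chromosome 10, 33891720 to 33976151, 24 exons, 43.3% GC) and EIF2AK2 (chromosome 3, 103041029 to 103096741, 17 exons, 38.5% GC). DDX58 shares 4.51% of its exonic bases with another gene. CPM were 315 ± 129, 229 ± 102, 278 ± 142 and 629 ± 326 (SD, n = 5) in infected pigs and 114 ± 20.7, 70.9 ± 28.2, 57.1 ± 29.5 and 138 ± 75.5 (SD, n = 5) in controls. Fold changes in log2 were 1.47 (SE 0.38), 1.69 (SE 0.43), 2.28 (SE 0.53) and 2.19 (SE 0.59), with adjusted p = 0.0156, 0.0153, 0.0132 and 0.0173 (edgeR quasi-likelihood test, BH-adjusted), and all passed in each leave-one-out fit. In pig 429 they had 86.2, 67.2, 53.6 and 95.1 CPM, inside the controls' 78.9 to 134, 41.4 to 103, 30.8 to 104 and 52.4 to 234 CPM. In the high GC class the log2 fold changes were −0.40 (SE 0.31), −0.08 (SE 0.45), −0.09 (SE 0.52) and −0.53 (SE 0.59) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.807, 0.982, 0.981 and 0.881), none past the threshold. After the gene GC correction they were 0.37, 0.23, 0.83 and 0.27, none past the threshold (edgeR quasi-likelihood test, BH-adjusted p = 0.133, 0.419, 0.0442 and 0.433). For IFNAR1, IFIH1, DDX58 and EIF2AK2, adjusted p ranged over 1.13e-06 to 0.819, 1.34e-05 to 0.982, 3.89e-06 to 0.981 and 1.36e-05 to 0.881 in the alternatives run (edgeR or DESeq2, BH-adjusted).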

On the basis of available data, we hypothesize that reduced levels of viral replication and sequestration of viral RNA in infected cells during persistent infection might limit further activation of type I IFN signaling pathway by preventing interaction with cytoplasmic pattern recognition receptors (PRRs).

Apoptosis or programmed cell death is a potential host immune mechanism against virally infected cells to curtail the spread of newly formed viral progenies. Apoptosis is induced by two distinct, yet inter-connected signaling pathways, the extrinsic and intrinsic pathways [51]. In order to successfully establish persistent infection, viruses have developed mechanisms to inhibit apoptosis. For instance, adenovirus (E1B-19K), human cytomegalovirus (UL37), poxviruses (F1L), and myxoma virus (M11L) have an inhibitory effect on proapoptotic proteins Bak/Bax [77]. It appears that PRRSV can also modulate apoptosis. Studies of pulmonary alveolar macrophages (PAM) infected with PRRSV in vitro reveal that the virus stimulates anti-apoptotic pathways early in infection while it induces apoptosis late in infection [78]. On the other hand, the virus induces apoptosis in the tissues of infected animals during acute infection, but the frequencies of apoptotic cells reduced to normal levels observed in control, non-infected pigs from day 20 post-infection [52]. In this study, expression of multiple anti-apoptotic genes including XIAP, Bfl-1/A1 (BCL2A1), and BIRC3 was upregulated while expression of pro-apoptotic genes (AIFM2, CHAC1, and OSR1) was downregulated. XIAP is an endogenous caspase 9 and 3 inhibitor [79]. Bfl-1/A1 (BCL2A1) is a transcriptional target of nuclear factor-kB (NF-kB) that suppresses caspase activation and apoptosis in response to death-inducing stimuli like TNFα [54]. BIRC3 is an interaction partner to TNFRSF1B and inhibits apoptosis by interfering with the caspase activation [53]. The pro-apoptotic BCL-2 family member like BCL-2-associated killer 1 (BAK1), which allows the release of cytochrome C via formation of homo-oligomers and stable insertion into outer mitochondrial membrane was significantly suppressed. Thus, the data suggest that apoptosis was suppressed in the ILN of CON90-infected animals during persistent infection.

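BAK1 had 3.49 ± 1.44 CPM (SD, n = 4) in the 4 low GC pigs and 85.3 CPM in pig 429, above the range of the controls (53.0 to 72.3 CPM). Without pig 429 it passed the threshold downwards, at −4.13 (edgeR quasi-likelihood test, BH-adjusted p = 1.59e-08). Among high GC libraries alone, its log2 fold change was 0.45 (SE 0.35) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.811), and with the gene GC correction −0.02 (edgeR quasi-likelihood test, BH-adjusted p = 0.969). BAK1 had adjusted p from 1.59e-08 to 0.969 over the alternatives run (edgeR, BH-adjusted). The authors' deposited table lists a log2 fold change of −1.62 for BAK1 and no adjusted p.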

Chemokine molecules CCL19 and CCL21 play a crucial role in migration, activation, expansion, and survival of antiviral T-cells. Suppression of the CCR7 and CCL19/CCL21 axis results in dysfunction of T-cells during viral infection [80,81]. CCL19-CCR7 axis plays role in protection against multiple viruses, such as HIV [82], herpes simplex virus (HSV-1) [83], HSV-2, hepatitis C virus [84], and pseudorabies [85]. Acute PRRSV infection increases the expression of chemokines, leading to the infiltration of immune cells toward the sites of infection [16,86]. In this study, expression of both CCL19 and CCL21 was significantly downregulated in CON90-infected lymph node (Figure 6a). Additionally, expression of different chemoattractant molecules (fractalkine/CX3CL1, CCL14, CCL16, CCL17, CCL22, and CCL8) and receptors (CCR6 and CCR10) was also downregulated. It is possible that downregulation of these chemokines and receptors might impair T-cells trafficking to inguinal lymph node, the site of PRRSV persistence. 

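Besides CX3CL1, CCL14, CCL22, CCR6 and CCR10, the chemokines were CCL16 (chromosome 12, 39618187 to 39621557, 3 exons, 53.6% GC), CCL17 (chromosome 6, 19345929 to 19372972, 6 exons, 49.0% GC) and CCL8 (chromosome 12, 40740468 to 40741970, 3 exons, 57.9% GC). CCL17 and CCL8 measured 2.50 ± 2.32 and 2.41 ± 1.64 CPM (SD, n = 5) in infected pigs and 15.1 ± 4.46 and 11.13 ± 8.70 CPM (SD, n = 5) in controls, with every infected pig below every control. Log2 fold changes were −2.60 (SE 0.64) and −2.21 (SE 0.59), with adjusted p = 0.0143 and 0.0167 (edgeR quasi-likelihood test, BH-adjusted), and both passed in each leave-one-out fit. Pig 429 had 6.34 and 5.21 CPM, against 9.22 to 21.0 and 5.97 to 26.3 CPM in the controls, log2 fold changes of −1.25 (SE 0.68) and −1.09 (SE 0.79) (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.692 and 0.792). After correction for gene GC content, CCL17 passed and CCL8 did not, at −2.95 and −0.37 (edgeR quasi-likelihood test, BH-adjusted p = 0.00667 and 0.645). For CCL17 and CCL8, adjusted p ranged over 9.66e-06 to 0.692 and 0.000211 to 0.832 in the alternatives run (edgeR or DESeq2, BH-adjusted). CCL16 had 0 counts in all 5 infected pigs and 10 counts over the controls, 0.537 ± 0.580 CPM (SD, n = 5), and was removed by the low-count filter. DESeq2 called it (BH-adjusted p = 0.0340), but at this depth a count of 0 was also found in a control, so a difference in size cannot be given.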

Our transcriptional data are supported by the functional data which demonstrate that the frequencies of IFN-γ SC in ILN were significantly lower than in PBMCs (Figure 7).

Chronic or persistent viral stimulation results in hierarchical loss of effector functions of T-lymphocytes, including proliferation, cytokine production (e.g., IFN-γ and IL-2), and cytolytic responses [57,87,88]. Although the molecular signatures involved in T-cell exhaustion are not completely understood, the overexpression of cell surface inhibitory receptors (e.g., PD-1, CTLA-4, and others) primarily mediates CD8+ T-cell dysfunction [87,88,89]. T-cell exhaustion seems to be a common phenomenon caused by arteriviruses, as T-cell exhaustion was also reported in horses persistently infected with EAV [24]. Recently, it was shown that PRRSV infection alone or co-infection with porcine circovirus type 2 (PCV2) can significantly upregulate surface expression of PD-L1 (CD274) on porcine monocytes-derived dendritic cells (MoDCs) [90]. Increased expression of PD-L1 on the surface of antigen presenting cells (APCs) possibly contributes to the ineffective T-cell responses during the PRRSV infection. 

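PD-1 is encoded by PDCD1 (chromosome 15, 140337353 to 140347493, 5 exons, 65.6% GC). It measured 8.63 ± 18.7 CPM (SD, n = 5) in infected pigs and 17.4 ± 9.23 CPM (SD, n = 5) in controls, a log2 fold change of −1.02 (SE 1.44) (edgeR quasi-likelihood test, BH-adjusted p = 0.532), not past the threshold. DESeq2 gave −0.96 (DESeq2, BH-adjusted p = 0.572). The infected pigs were not alike, with 0.264 ± 0.218 CPM (SD, n = 4) in the 4 low GC pigs and 42.1 CPM in pig 429, above the 9.20 to 27.5 CPM of the controls. Without pig 429 PDCD1 passed downwards at −5.89 (edgeR quasi-likelihood test, BH-adjusted p = 7.05e-07). Limited to high GC libraries, it was higher in pig 429, at 1.27 (SE 0.56), without passing (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.573; unadjusted p = 0.0397). Corrected for gene GC content, the log2 fold change was 0.54 (edgeR quasi-likelihood test, BH-adjusted p = 0.444). PDCD1 had adjusted p from 7.05e-07 to 0.836 over the alternatives run (edgeR or DESeq2, BH-adjusted).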

In the present study, expression of several markers for T-cells exhaustion such as PD-1 (CD279) and its ligand, CD274 (PD-L1) was upregulated in CON90-infected animals, suggesting that the T-cells in lymph nodes of persistently infected animals might be exhausted (Figure 6b). However, additional studies (e.g., T-cell cytotoxicity and cytokine production) are required to fully assess the functionality of T-cells during PRRSV persistence.

Germinal centers (GCs) are the specialized locations in the secondary lymphoid tissues where B-cell maturation, differentiation, somatic hypermutation, and class switching of isotypes take place [91]. In the current study, the GC development-associated genes, which includes IL-21 produced by follicular helper T-cells [61], the regulator of G protein signaling (RGS13) [92], and GC-associated nuclear GTPase (NUGGC) [59], were upregulated in the lymph node of CON90-infected animals. Thus, PRRSV infection does not seem to impair GC formation and B-cell activation. This is supported by the fact that all five CON90-infected pigs developed a robust antibody response, as measured by the IDEXX ELISA (Figure 8b). However, only minimal titers of virus-neutralizing antibodies were detected at 46 dpi. Perhaps, PRRSV does not suppress the humoral immune response. Instead, the virus evades from antibody-mediated neutralization through different mechanisms such as glycan shielding and decoy epitopes [93,94,95].

## 5. Conclusions

In summary, we identified a robust host transcriptional response in the inguinal lymphoid tissue of pigs persistently infected with the attenuated PRRSV strain CON90. Genes involved in the innate immune responses are downregulated. Similarly, chemokines and receptors associated with T-cell homing to the lymphoid tissue are downregulated. This might lead to the lower frequencies of virus-specific T-cells in lymphoid tissue than in peripheral blood. Additionally, the genes involved in the anti-apoptotic pathways are upregulated. Collectively, the data suggest that PRRSV can create a pro-survival microenvironment at the lymphoid tissue which allows the virus to persist for an extended period.

## Figures and Tables

**Figure 1:**
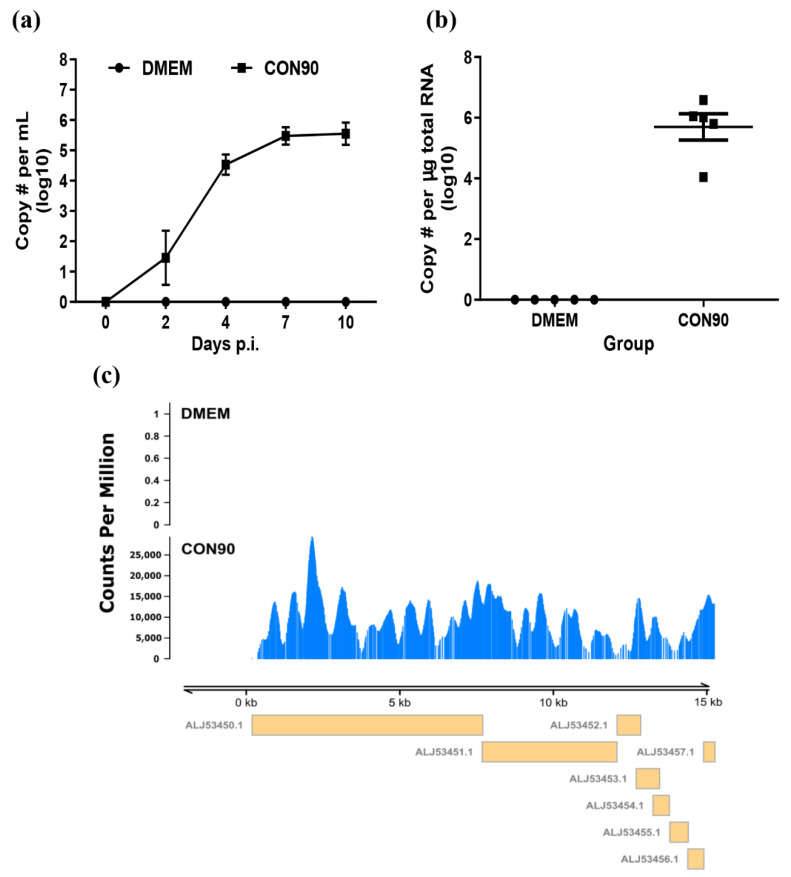
Post-inoculation viral RNA detection in plasma and inguinal lymph node (ILN) tissue. (**a**) Viral RNA in plasma at indicated dpi and (**b**) viral RNA level in ILN tissue at 46 dpi as determined by a commercial qRT-PCR kit (Tetracore Inc., Rockville, MD, USA). Dataset represents mean ± S.E.M values calculated from five pigs in each treatment group. (**c**) Coverage plot of the RNA reads mapped to CON90 genome. *Y* axis represents the count per million (cpm) while the *X* axis represents the viral genome. Yellow boxes under the plot with GenBank accession numbers indicate the viral open reading frames.

**Figure 2:**
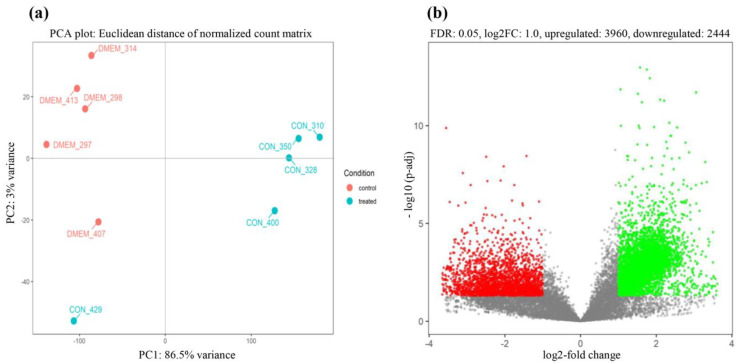
Two-dimensional principal component analysis (PCA) plot and volcano plot. (**a**) Principal component analysis (PCA) score plot. The control animals are indicated by red dots labeled “DMEM_ animal number,” while the CON90-infected animals are indicated by cyan dots labeled “CON_animal number”; (**b**) the volcano plot of differentially expressed genes between CON90-infected and control pigs. Red dots denote significantly down-regulated genes (*p* < 0.05, log_2_ fold change ≤−1), green dots indicated significantly up-regulated genes (*p* < 0.05, log_2_ fold change ≥1), and grey dots represent genes that were not differentially expressed.

**Figure 3:**
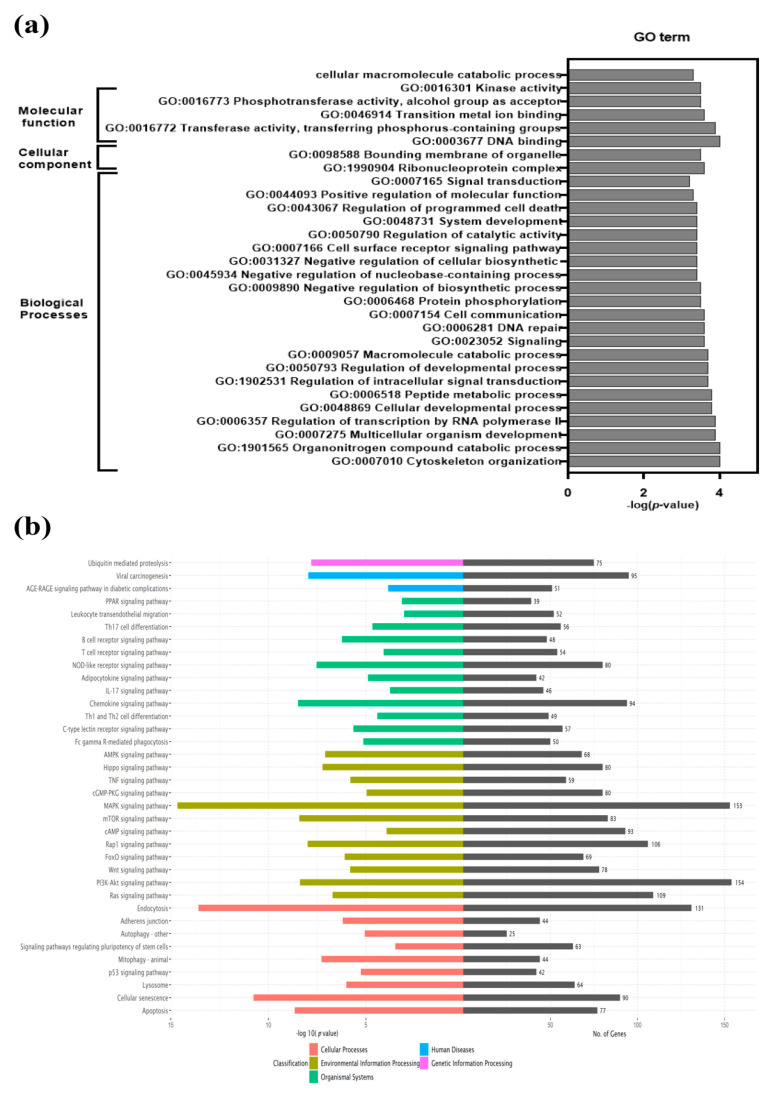
Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes (DEGs). (**a**) GO analysis of DEGs at 46 dpi. Top 30 most significant GO categories *p*-value < 0.05 are shown; (**b**) KEGG pathway enrichment analysis was performed for DEGs. The graph depicts the top 36 overrepresented KEGG pathways. Pathways showing, *p*-value < 0.05 are considered statistically significantly overrepresented. The left side indicates the enrichment score (*p*-value) while the right side of the graph indicates the number of genes in the respective pathways.

**Figure 4:**
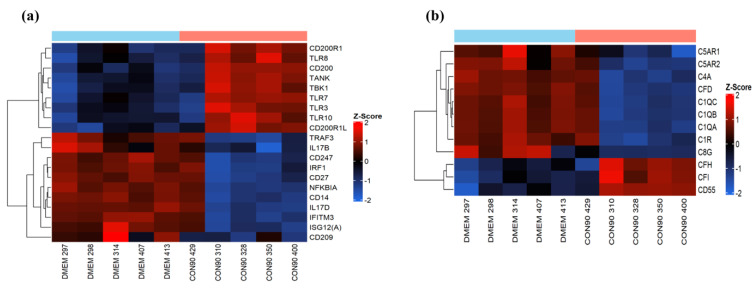
Genes involved in innate immune pathways. Hierarchical clustering analysis of gene expression profile. Each column represents one pig with given treatment and each horizontal line refers to a gene. The associated dendrogram is shown on the left of the heat map. Color legend is on right of the figure. Red indicates genes with increased expression, while blue indicates genes with reduced expression relative to the geometrical means. (**a**) Heatmap showing gene expression profile of innate immune genes; (**b**) heat map showing the profile of differentially expressed genes involved in complement pathways.

**Figure 5:**
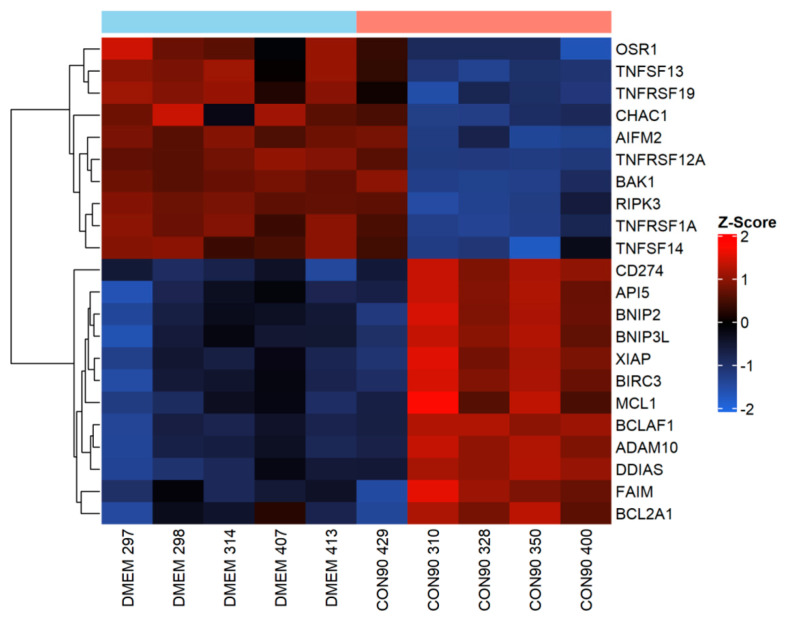
Expression of genes involved in apoptotic regulation in inguinal LN. Heatmap showing gene expression profile of apoptotic genes in ILN tissue from persistently infected and mock-infected animals. This heatmap was generated in the same manner as described in the legend to Figure 4.

**Figure 6:**
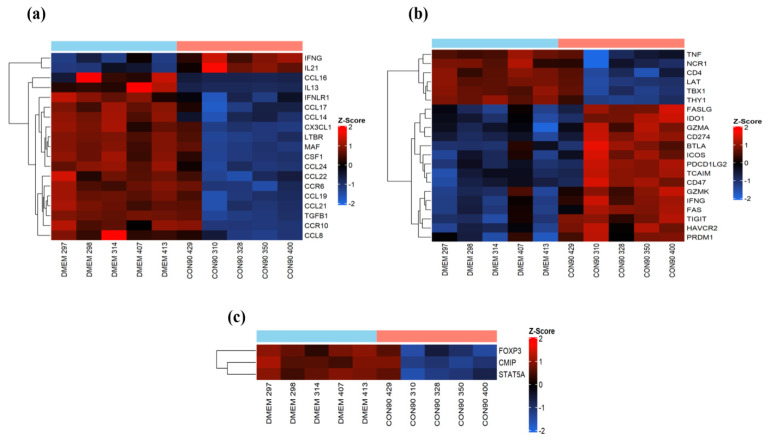
Analysis of cell-mediated immune responses in persistently infected animals. (**a**) Heatmap showing the expression of known cytokines and chemokines and receptors which showed a significant change; (**b**) heatmap showing the genes associated with T-cell development and effector functions; (**c**) heatmap showing the genes involved in T cell-mediated regulatory responses. These heatmaps were generated in the same manner as described in the legend to Figure 4.

**Figure 7:**
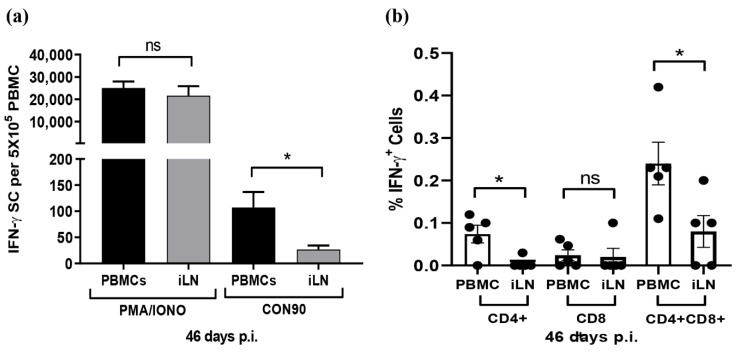
Analysis of IFN-γ secreting cells during persistent PRRSV infection. PBMCs and ILN cells were collected from five pigs that were infected with CON90 at 46 dpi. The cells were stimulated with CON90 as described in the Materials and Methods. For positive control, the cells were stimulated with PMA and ionomycin (PMA/IONO). (**a**) Frequencies of IFN-γ SCs in PBMCs and ILN measured by IFN-γ Elispot. PMA/IONO spots counted as per 5000 cells/well and extrapolated for 5 × 10^5^ cells. (**b**) Percentage subset of T cell secreting IFN-γ as measured by flow cytometric analysis. Dataset represents mean ± S.E.M values calculated from five pigs in each treatment group. * *p* < 0.05.

**Figure 8:**
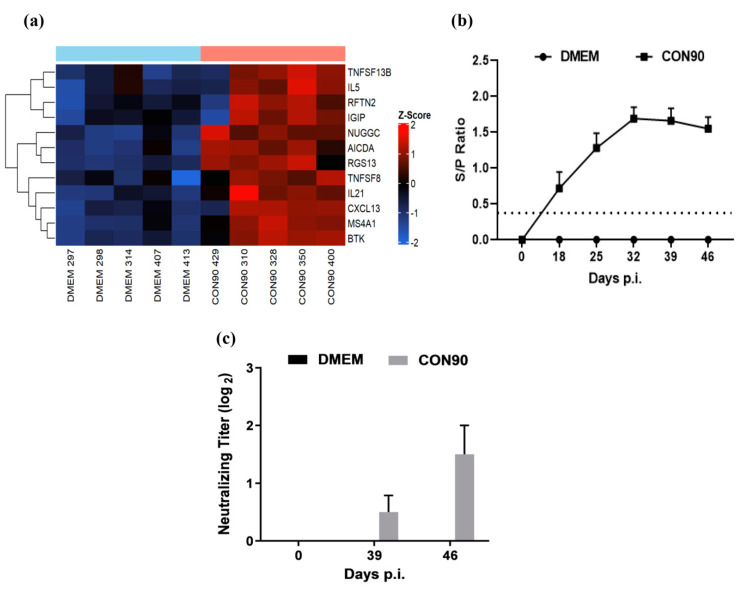
Humoral immune response. (**a**) Heat map of differentially expressed genes associated with the humoral immune development. The heatmap was generated in the same manner as described in the legend to Figure 4. (**b**) PRRSV-specific antibodies were detected in the serum using IDEXX PRRS X3 Antibody test (IDEXX Laboratories, lnc., Westbrook, ME, USA). The horizontal dotted line indicates the cutoff (S/P value, 0.4) of the assay. (**c**) Serum virus neutralizing antibodies measured against CON90 at 39 and 46 days post infection. Dataset represents mean ± S.E.M values calculated from five pigs in each treatment group.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/12/8/817/s1. Figure S1. Representative flow cytometry gating strategy used to identify IFN-γ secreting CD4α^+^, CD8α^+^, and CD4α^+^CD8α^+^ (DP) T cells from PBMCs and ILN. Table S1. Summary of sequencing quality control and mapping data of samples. Table S2. DEGs identified in group DMEM vs. CON90. Table S3. Detail information of GO enrichment of DEGs in DMEM vs. CON9. Table S4 Detail information of KEGG pathway enrichment of DEGs in DMEM vs. CON90.

# Supplementary material for: Host Transcriptional Response to Persistent Infection with a Live-Attenuated Porcine Reproductive and Respiratory Syndrome Virus Strain
**Source:** Viruses. 2020 Jul 28;12(8):817. doi: 10.3390/v12080817
**Supplement:** Supplementary file 1

| **Sample name** | **Raw reads** | **Clean reads** | **Raw bases** | **Clean bases** | **GC content (%)** | **Total mapped** | **Multiple mapped** | **Uniquely mapped** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DMEM 297 | 23993578 | 23911096 | 3.6G | 3.6G | 59.75 | 6564049 | 6360625 | 203424 |
| DMEM 298 | 24638558 | 24568732 | 3.7G | 3.7G | 52 | 5330848 | 5202980 | 127868 |
| DMEM 314 | 20602920 | 20564058 | 3.1G | 3.1G | 56 | 5772545 | 5485918 | 286627 |
| DMEM 407 | 26412820 | 26312124 | 4.0G | 3.9G | 54.25 | 7804300 | 7482504 | 321796 |
| DMEM 413 | 20308824 | 20250074 | 3.0G | 3.0G | 55.5 | 5637488 | 5447107 | 190381 |
| CON90 310 | 51895766 | 51715936 | 7.8G | 7.8G | 39 | 15214713 | 15105283 | 109430 |
| CON90 328 | 45425268 | 45355796 | 6.8G | 6.8G | 41 | 13214350 | 13118667 | 95683 |
| CON90 350 | 48132518 | 47961302 | 7.2G | 7.2G | 40 | 13932711 | 13828835 | 103876 |
| CON90 400 | 40355686 | 40295502 | 6.1G | 6.0G | 41.5 | 11446707 | 11363463 | 83244 |
| CON90 429 | 22810860 | 22770396 | 3.4G | 3.4G | 56.75 | 6337935 | 6124624 | 213311 |

**Table. 1**. Summary of sequencing quality control and mapping data of samples

# Supplementary material for: Host Transcriptional Response to Persistent Infection with a Live-Attenuated Porcine Reproductive and Respiratory Syndrome Virus Strain
**Source:** Viruses. 2020 Jul 28;12(8):817. doi: 10.3390/v12080817
**Supplement:** Supplementary file 1

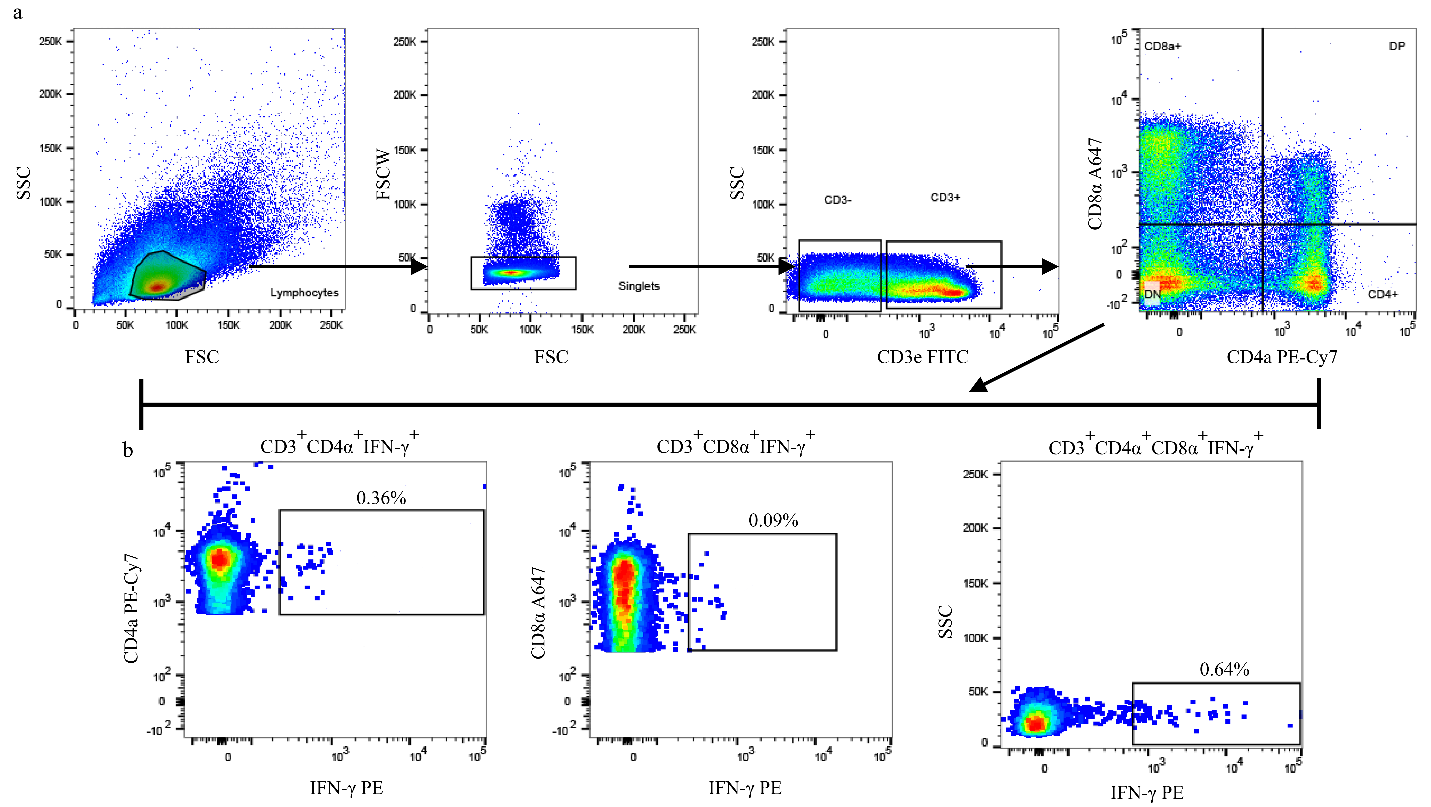

**Figure S1**. Representative flow cytometry gating strategy used to identify IFN-ϒ secreting CD4α^+^, CD8α^+^, and CD4α^+^CD8α^+^ (DP) T cells from PBMCs and ILN. Single cell suspension of PBMCs and ILN cells in vitro stimulated with CON90 or cRPMI and IFN-ϒ assessed by flow cytometry. Both cell types were stained with CD3, CD4α, CD8α and IFN-ϒ monoclonal antibodies (MAb). (a) Both PBMCs and ILN cells with a low side scatter (SSC) profile were selected using forward (FSC) and side scatter (SSC) detector. Subsequently, singlet cell population further divided into CD3- and CD3+ fractions and T-cell population were defined as CD3^+^CD4α^+^, CD3^+^CD8α^+^, and CD3^+^CD4α^+^CD8α^+^ (DP). (b) Representative data of the pig CON90 400 showing expression of intracytoplasmic IFN-ϒ in each T-cell population.

How the deposited data were processed for this re-analysis (not part of the article)

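RNA from the inguinal lymph node (ILN) of 5 pigs inoculated with CON90 and 5 control pigs given DMEM, taken at 46 dpi, was sequenced as 1 library per pig. Infected replicates 1 to 5 are pigs 310, 328, 350, 400 and 429, and control replicates 1 to 5 are pigs 297, 298, 314, 407 and 413. The groups were taken from the deposited sample labels and the paper's Table S1. No other sample was used, and the number of columns of per-sample values left unused was 0.

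The authors trimmed the reads with Trim Galore, aligned them to Sscrofa11.1 with TopHat and deposited, for each pig, the counts that htseq-count gave per gene, as whole numbers without normalization. The strandedness setting and the annotation release are not given in the sources used here. Each table lists 23151 genes, of which 18241 had at least 1 count in any library, and 0 entries name no gene. For 25 genes the symbol had been turned into a date, and they were used in the tests but have no gene GC content or length, while 23126 matched a symbol in the reference annotation of the same build.

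The authors also deposited a table of their comparison of the groups with DESeq2, which holds 17552 genes. Its scores are the mean of the counts over size factors and the Wald statistic, as the authors computed them, and were only copied here. Its log2 fold changes and their standard errors are the authors' values, and were set beside gene GC content here. Its p-values, unadjusted and BH-adjusted, are the authors' values, and were used here only to count the authors' calls. The GO terms of each gene were taken from the same table, in which 5147 genes have none.

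From the counts, differences between the groups were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, limma 3.58.1) on 12858 genes that passed filterByExpr, with TMM library sizes and the group as the only term. Genes passed the threshold with a Benjamini-Hochberg (BH) adjusted p under 0.05 and an absolute log2 fold change of at least 1. DESeq2 1.42.0 was run as an alternative. CPM values are counts scaled by the TMM library size, and log2 CPM used a prior count of 2. The paper's Table S1 separates 4 low GC infected libraries from 6 high GC libraries, pig 429 and the 5 controls. A model with this class as covariate compares pig 429 with the controls, with the spread pooled over all 10 libraries. Gene GC content and exonic length were computed from the exons of the Sscrofa11.1 annotation for 12838 of the tested genes. The gene GC and length corrections are offsets per library from a spline with 5 degrees of freedom on the log2 counts.

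Separation of the groups was tested on Euclidean distances of log2 CPM, and their spread on distances to the center of the own group, with exact permutation tests over 252 splits. GO terms with at least 10 tested genes were tested with Fisher's exact test on the genes past the threshold in both directions together, against the other tested genes with a GO term, with BH adjustment over 2043 terms. Lists of genes were compared with 10000 random lists of the same size matched on mean expression. The effect of shared controls was taken from 20 simulations of unchanged libraries. Libraries that stand apart within a group of 5 were found with Dixon's test. Libraries of a group differed by more than the sampling noise, with a chi-square of at least 7.10 per degree of freedom over genes with at least 20 counts in the pair, so each counts as 1 replicate.

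The text names the genes that the paper's results or discussion name as measured by RNA-seq and genes labelled in its heatmaps, whose values there were seen. It also names, among genes past the threshold with a mean of at least 1 CPM and completely separate groups, the 5 with the largest increase and the 5 with the largest decrease. The same number in each direction was taken within the high GC class, without the condition on separation. Members of the interferon list past the threshold, and members of a list where its test is described, are named too. The values of some genes that these rules select are not reported here, though the counts over a list include them. Any other gene is said to be chosen after its values were seen.

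The lists of RNA sensors and CD200 axis, complement, apoptosis, chemokine, T-cell exhaustion, humoral and downstream genes were copied from the paper, which chose them on these samples, so a list's own adjustment is not independent evidence there. The lists of interferon stimulated, Treg, germinal center, proliferation, plasma cell, ribosomal protein, housekeeping, adipose, muscle, erythroid, stroma, B cell, T cell, macrophage and sex-linked genes were fixed by hand. C1q was read as C1QA, C1QB and C1QC, CD200R as CD200R1, API as API5 and TGIT as TIGIT.

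Gene counts summed to 3003485 to 7327222 per library. In simulated counts for the 12858 genes at this depth, with 200 genes changed by 2 on the log2 scale, edgeR recovered 98% of the changed genes for 5 infected against 5 control pigs and called 10 unchanged ones, and DESeq2 98.5% and 15. For pig 429 against the controls with the class as covariate, 60% were recovered and 4 unchanged genes called, and with the replicate block 97.5% and 10 for the whole groups. Of the 117 named genes, 18 share exonic bases with another gene, and their counts are uncertain where reads could be split. Reads of near-identical gene copies were not separated.

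Alternatives were other size factors (RLE, upper quartile and library size alone), low-count filters, a threshold on the adjusted p alone, DESeq2, thinned counts, read GC class and read GC percent as covariates, gene GC and length corrections, the replicate number as a block, other GO settings, a prior count of 0.5, the 500 most variable genes, and leaving out each pig. Infected and control pigs share replicate numbers but no known pairing. GOseq, KOBAS and KEGG pathways were not used here, nor were the reads themselves, the viral RNA, the serology or the cell measurements of the paper. The copy of the paper's Table S2 used here holds 1418 genes, and no test was run on it.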

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

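Of the tests in this part, that of read GC class for the place of pig 429 near the controls was fixed in advance, and the others were chosen only after the result was seen. In 252 groups of 5 libraries, made of the values of 117 named genes and of library measures in each condition, the highest and lowest library were compared with the others by Dixon's test. A library stood beyond its critical value in 70 groups, where chance alone gives about 5%, or 1 in 20. The genes share libraries and are not independent, so the number of groups is a description.

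Pig 429 stood apart from the other 4 infected pigs in 6 measures of the library. Its 10 largest genes held 5.06% of the counts, the mean gene GC content weighted by counts was 54.0%, and the read GC content in the paper's Table S1 was 56.75%. It lay at 124 on the first principal component and at 37.3 after correction for gene GC content, and its distance to the center of the infected group was 245.

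In 49 of the 117 named genes, the infected library beyond the critical value was pig 429. It lay above the other 4 infected pigs, in CPM, in C1QA (1041), C1QB (976), C1QC (970.3), TNFRSF1A (83.5), AIFM2 (15.2), CHAC1 (2.49), OSR1 (9.96), BAK1 (85.3), CCL19 (306), CCL21 (384), CCL24 (19.9), CCL22 (4.07), CX3CL1 (22.4), CCR6 (71.3), CCR10 (1.36), FOXP3 (9.28), TNFRSF18 (19.7), IRF3 (89.4), IRF7 (66.5), C1R (283), PDCD1 (42.1), CMIP (136), STAT5A (143), COL26A1 (0.679), MYO15B (2.72), MCT7 (2.49), LOC396781 (3776), AFF2 (284), IFITM3 (63.1), BCL6 (273), MEF2B (73.8), S1PR2 (108), LMO2 (188), POU2AF1 (273), CXCR5 (141), MKI67 (1373), AURKA (36.2), AURKB (47.8), PLK1 (90.8) and BIRC5 (79.2). The gene GC content of these genes was 47.64 to 68.68%. It lay below the other 4 in TLR7 (22.9), CD200 (31.2), CD55 (128), DDIAS (2.04), FAS (24.0), SNRNP27 (1.81), IFNAR1 (86.2), CXCL13 (96.9) and BUB1B (82.6), genes with a GC content of 36.65 to 45.53%. Against the controls, pig 429 was above all 5 in BAK1, TNFRSF18, IRF3, PDCD1, LOC396781, AFF2, BCL6, MEF2B, S1PR2, LMO2, POU2AF1, CXCR5, MKI67, AURKA, AURKB, PLK1, BIRC5 and BUB1B, and below all 5 in CCL19, CCL24, COL26A1, MYO15B, MCT7, IFITM3 and SNRNP27. In the other genes of the 49 it lay inside the control range.

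A mislabelled, uninfected pig 429 cannot be told apart by these counts. In it 13 of the 14 germinal center genes tested were higher than in all 5 controls, but these genes move together, the paper picked some of them from these libraries, and 1 library being the highest of 6 is not rare by chance. The paper reports viral RNA in this pig. The library class by read GC stays a candidate explanation for its place near the controls. The log2 difference of pig 429 from the other 4 infected pigs followed gene GC content with a Spearman's rho of 0.932 across 12838 genes, which are not independent replicates. What set the read GC content of a library is not known, and the low GC class holds no control. The different genetic makeup that the paper names was not tested, nor were other differences between the animals.

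Among the controls, 15 gene values lay beyond the critical value. Pig 407 was the highest control in 10 of them, with, in CPM, TIGIT at 17.7, CTLA4 at 6.82, MS4A1 at 150.3, MYBL1 at 27.3, S1PR2 at 24.5, TOP2A at 229, BUB1B at 48.8, CCNA2 at 36.9, CDK1 at 22.2 and TYMS at 103, and pig 314 in 3, with CCL8 at 26.3, IFIT2 at 39.4 and IFIT3 at 55.7. Pig 297 was the lowest in 2, with TLR10 at 4.11 and IFNAR1 at 78.9. Most of the genes of pig 407 belong to the germinal center, proliferation or humoral lists, whose genes are not independent, so they do not count as separate observations. Against the other 5 high GC libraries, pig 407 had the highest median log2 fold change of the 5 controls for germinal center genes (−0.22) and for proliferation genes (0.56). The read GC content of pig 407 was 54.25% and that of pig 297, the highest of the controls, 59.75%. No explanation was tested for these values, and the design gives no condition that separates the controls.

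Within the high GC class, 5 genes that the paper does not discuss passed the threshold in pig 429 against the controls, with the largest changes among genes of at least 1 CPM. The log2 fold change was 3.87 for LOC396781, 3.78 for AFF2, 3.73 for GCSAM, 3.37 for FAM184A and −3.09 for SNRNP27 (edgeR quasi-likelihood test with the class as covariate, BH-adjusted p = 0.0124, 0.00236, 0.00837, 0.00837 and 0.0327). In CPM, pig 429 had 3776, 284, 47.8, 18.6 and 1.81, and the controls 88.9 to 571, 12.3 to 37.1, 1.29 to 7.46, 1.07 to 2.33 and 11.11 to 19.5. All 5 also passed with the gene GC correction within the class, which argues against gene GC content. The comparison lies inside the read GC class, and GCSAM belongs to the germinal center list, whose median log2 fold change in pig 429 was 2.44. Chance cannot be excluded, since pig 429 was 1 of 6 libraries and the only one with genes past the threshold against the other 5, the smallest share that 6 libraries allow. Each control against the other 5 gave 0 genes in edgeR, with 133 to 2188 at an unadjusted p under 0.05, where pig 429 had 1064. For each control, the other 5 libraries included pig 429, so these comparisons were not like that of pig 429 itself. Infection, the room and the genetic makeup of this pig stay open and were not tested separately.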

How the results depend on the processing

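The alternatives were listed before the data were examined, apart from the split of the GO test by direction, which was added after its result was seen. Each changed 1 choice and kept the rest, except for the replicate block joined to the gene GC correction. Counts of genes are given where they moved by more than 1.5 times, and log2 fold changes of named genes where the direction changed. Unless a paragraph says otherwise, the cause was not tested.

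Infected and control libraries lay farther apart than libraries of the same group under all 19 alternatives for the separation of the groups, with a difference in mean distance from 33.8 to 222 and exact one-sided permutation p from 0.00794 to 0.0397. The genes past the threshold stayed within 1.5 times of 5047 under 16 of 24 alternatives, between 3476 and 7405. Beyond that range lay the read GC class and read GC percent covariates, the gene GC correction with and without the block, and leaving out pig 297, 350, 413 or 429. The calls among the RNA sensors and CD200 axis and among the T-cell exhaustion genes moved by more than 1.5 times under those covariates and corrections. Elsewhere they moved by at most that much, from 6 to 4 sensor genes without pig 297, 350 or 413, and from 6 to 4 exhaustion genes with library size alone and without pig 297, 298, 314, 350, 400 or 413. With only the 6 high GC libraries in the model, genes past the threshold within high GC libraries came to 29. The larger spread within the infected group no longer passed in the exact test under 7 of 19 alternatives, of which 5 leave out a control and so test fewer libraries, and reversed without pig 429.

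With the read GC class covariate, which compares pig 429 with the controls of its class, genes past the threshold came to 23, genes higher in CON90-infected pigs to 22, genes lower in CON90-infected pigs to 1, type I IFN and interferon stimulated genes called to 0, RNA sensors and CD200 axis called to 0, complement genes called to 0, apoptosis genes called to 0, chemokine genes called to 0, T-cell exhaustion genes called to 0 and humoral genes called to 2. The direction changed for 45 named genes, to a log2 fold change of −1.44 in TLR3, −0.91 in TLR7, −0.19 in TLR8, −1.05 in TLR10, −0.31 in CD200, −0.32 in CD200R1, 0.094 in AIFM2, −0.62 in BIRC3, −1.73 in BCL2A1, 0.45 in BAK1, −0.57 in XIAP, −0.057 in MCL1, −0.16 in API5, −0.83 in BNIP2, −1.14 in FAIM, −0.13 in FASLG, −0.48 in IDO1, 1.13 in IL2RA, 0.60 in TNFRSF18, −0.60 in IL10, −0.32 in TNFSF13B, −0.66 in RFTN2, 0.39 in IRF3, 0.038 in IRF7, 0.095 in C1R, 1.27 in PDCD1, 0.073 in CMIP, −3.09 in SNRNP27, −0.40 in IFNAR1, −0.83 in IFIT1, −0.40 in IFIT3, −0.33 in IFI44, −0.88 in IFI44L, −0.077 in IFIH1, −0.090 in DDX58, −0.53 in EIF2AK2, −0.38 in PARP9, −0.22 in PARP14, −0.25 in DTX3L, 0.98 in LMO2, 0.67 in CXCR5, −0.14 in CXCL13, 1.57 in AURKB, 1.67 in PLK1 and 1.63 in BIRC5. Of the other named genes, 46 no longer passed the threshold, 4 newly passed it (LOC396781, MEF2B, S1PR2 and MKI67) and 17 kept direction and call with this setting. Of the interferon, sensor, complement, apoptosis, chemokine, exhaustion, Treg and humoral lists, those with 0 genes called in edgeR had an unadjusted p under 0.05 for genes that include CCL24, CCL14, HAVCR2, TIGIT, IL2RA and GBP1. DESeq2 with the same covariate called CCL24 and CCL14.

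With the read GC percent covariate, genes past the threshold came to 24, genes higher in CON90-infected pigs to 23, genes lower in CON90-infected pigs to 1, type I IFN and interferon stimulated genes called to 0, RNA sensors and CD200 axis called to 0, complement genes called to 0, apoptosis genes called to 0, chemokine genes called to 0, T-cell exhaustion genes called to 0 and humoral genes called to 2. The direction changed for 29 named genes, to a log2 fold change of −0.89 in TLR3, −0.58 in TLR7, −0.0054 in TLR8, −0.60 in TLR10, −0.13 in CD200, −0.086 in CD200R1, −0.36 in BIRC3, −1.41 in BCL2A1, −0.33 in XIAP, −0.53 in BNIP2, −0.78 in FAIM, 0.75 in IL2RA, −0.64 in IL10, −0.47 in RFTN2, 0.36 in PDCD1, −2.03 in SNRNP27, −0.15 in IFNAR1, −0.44 in IFIT1, −0.17 in IFIT3, −0.023 in IFI44, −0.52 in IFI44L, −0.23 in EIF2AK2, −0.11 in PARP9, −0.015 in DTX3L, 0.74 in LMO2, 0.010 in CXCR5, 1.11 in AURKB, 1.32 in PLK1 and 1.25 in BIRC5. Of the other named genes, 54 no longer passed the threshold, 0 newly passed it and 29 kept direction and call with this setting. Of the interferon, sensor, complement, apoptosis, chemokine, exhaustion, Treg and humoral lists, those with 0 genes called in edgeR had an unadjusted p under 0.05 for TNFRSF1A, BCL2A1, CCL19, CCL24, CX3CL1, CCL14, HAVCR2, TIGIT, IFITM3, TRIM25 and GBP1.

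With the gene GC correction, genes past the threshold came to 1234, genes higher in CON90-infected pigs to 789, genes lower in CON90-infected pigs to 445, type I IFN and interferon stimulated genes called to 3, RNA sensors and CD200 axis called to 0, complement genes called to 2, apoptosis genes called to 0, T-cell exhaustion genes called to 2, humoral genes called to 4, genes past the threshold within high GC libraries to 171, spread within the groups to 13.5 and position of pig 429 to 0.593. The direction changed for 16 named genes, to a log2 fold change of −0.17 in CD200, −0.27 in CD200R1, 0.14 in TNFRSF1A, −0.14 in XIAP, −0.036 in BNIP2, 0.051 in TNFRSF18, −0.17 in IL10, −0.47 in RFTN2, 0.076 in IRF3, 0.54 in PDCD1, 0.43 in CMIP, 0.11 in STAT5A, −1.05 in SNRNP27, 1.31 in LMO2, 1.08 in PLK1 and 0.66 in BIRC5. Of the other named genes, 45 no longer passed the threshold, 8 newly passed it and 43 kept direction and call with this setting. Of the interferon, sensor, complement, apoptosis, chemokine, exhaustion, Treg and humoral lists, those with 0 genes called in edgeR had an unadjusted p under 0.05 for DDIAS and CTLA4.

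With the replicate block and gene GC correction together, genes past the threshold came to 1216, genes higher in CON90-infected pigs to 658, genes lower in CON90-infected pigs to 558, type I IFN and interferon stimulated genes called to 3, RNA sensors and CD200 axis called to 0, complement genes called to 2, apoptosis genes called to 0, T-cell exhaustion genes called to 2 and humoral genes called to 3. The direction changed for 16 named genes, to a log2 fold change of −0.14 in CD200, −0.24 in CD200R1, −0.015 in CD55, 0.11 in TNFRSF1A, −0.14 in XIAP, −0.047 in BNIP2, −0.19 in IL10, −0.45 in RFTN2, 0.036 in IRF3, 0.38 in PDCD1, 0.41 in CMIP, 0.11 in STAT5A, −1.13 in SNRNP27, 1.24 in LMO2, 1.14 in PLK1 and 0.63 in BIRC5. Of the other named genes, 44 no longer passed the threshold, 7 newly passed it and 45 kept direction and call with this setting. Of the interferon, sensor, complement, apoptosis, chemokine, exhaustion, Treg and humoral lists, those with 0 genes called in edgeR had an unadjusted p under 0.05 for TLR8, DDIAS and CTLA4.

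With the replicate block alone, where the shared numbers carry no known pairing (correlations of the paired deviations −0.666, 0.247, 0.430, 0.281 and 0.0658), genes lower in CON90-infected pigs came to 4410, type I IFN and interferon stimulated genes called to 31 and Treg markers called to 2. The direction changed for 5 named genes, to a log2 fold change of −1.73 in LOC396781, −1.51 in MEF2B, −1.40 in S1PR2, −0.92 in POU2AF1 and −1.23 in MKI67. Of the other named genes, 4 no longer passed the threshold (BCL2A1, BNIP2, FAIM and RFTN2), 14 newly passed it and 89 kept direction and call with this setting.

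With the gene length correction, Treg markers called came to 1. The direction changed for 5 named genes, to a log2 fold change of 0.20 in IL2RA, 0.67 in LMO2, 0.048 in AURKB, 0.20 in PLK1 and 0.39 in BIRC5. Of the other named genes, 2 no longer passed the threshold (CCL8 and BST2), 11 newly passed it and 94 kept direction and call with this setting.

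With DESeq2, genes lower in CON90-infected pigs came to 2418, Treg markers called came to 1, GO terms enriched came to 4 and genes past the threshold within high GC libraries came to 166. With at least 10 counts in every library, genes higher in CON90-infected pigs came to 2348, apoptosis genes called came to 6, chemokine genes called came to 2, humoral genes called came to 2, genes past the threshold within high GC libraries came to 38, spread within the groups came to 37.5 and position of pig 429 came to 0.250. With no low-count filter, GO terms enriched came to 18, genes past the threshold within high GC libraries came to 49 and position of pig 429 came to 0.269. With RLE size factors, genes past the threshold within high GC libraries came to 39. With library size alone, humoral genes called came to 4 and GO terms enriched came to 1. With the 500 most variable genes, position of pig 429 came to 0.0935. With terms of at least 20 tested genes, GO terms enriched came to 1. With a background of all annotated genes, GO terms enriched came to 24. With an adjusted p under 0.05 alone, GO terms enriched came to 1. With only the genes higher in CON90-infected pigs, GO terms enriched came to 41. With only the genes lower in CON90-infected pigs, GO terms enriched came to 50.

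Of the 112 named genes tested, none that had a value changed direction with DESeq2, RLE size factors, upper quartile factors, library size alone, no low-count filter, at least 10 counts in every library, thinned counts or an adjusted p under 0.05 alone. Requiring at least 10 counts in every library removed 31 of the 112, of which 20 had passed the threshold, and thinning removed 4, all past the threshold before (CHAC1, FASLG, COL26A1 and CRTAC1). Among the genes with a value, the calls lost and gained were 1 (EPSTI1) and 7 with DESeq2, 5 (CHAC1, BCL2A1, IFIT3, BST2 and EPSTI1) and 0 with RLE size factors, 7 and 0 with upper quartile factors, 14 and 0 with library size alone, 3 (BCL2A1, IFIT3 and BST2) and 0 with no low-count filter, 9 and 0 with at least 10 counts in every library, 6 and 0 with thinned counts and 0 and 0 with an adjusted p under 0.05 alone. Outside these counts, of the genes removed by the low-count filter, IL21, C5 and CCL16 passed without it, and these and BTLA with DESeq2. The median log2 fold change over all tested genes was −0.052 with TMM, −0.20 with upper quartile factors and −0.30 with library size alone. Of the calls, 74.0% were higher with TMM, 64.4% with library size alone and 62.1% with DESeq2 (3954 higher and 2418 lower).

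Leaving out 1 pig at a time gave these lowest and highest values, followed by the values without each pig, in that order, that changed the result by more than 1.5 times, its direction or its call. Genes past the threshold 3150 to 9903, with 3150, 3292, 3297 and 9903 without pigs 297, 350, 413 and 429. Genes lower in CON90-infected pigs 476 to 5261, with 476, 653, 737, 732, 577, 511, 631, 555 and 5261 without pigs 297, 298, 310, 314, 328, 350, 400, 413 and 429. Type I IFN and interferon stimulated genes called 7 to 37, with 9, 10, 7 and 37 without pigs 297, 298, 413 and 429. Complement genes called 2 to 6, with 2, 2, 2, 2, 2, 2, 2 and 2 without pigs 297, 298, 310, 328, 350, 400, 407 and 413. Apoptosis genes called 7 to 12, with 7, 7 and 7 without pigs 297, 350 and 413. Chemokine genes called 2 to 7, with 2, 3, 2, 3 and 3 without pigs 297, 328, 350, 400 and 413. Treg markers called 0 to 2, with 2 without pig 429. Humoral genes called 4 to 7, with 4, 4, 4 and 4 without pigs 297, 328, 400 and 413. GO terms enriched 0 to 32, with 27, 12, 15, 8, 17, 32, 12, 6 and 22 without pigs 297, 298, 310, 314, 328, 350, 400, 407 and 413. Genes past the threshold within high GC libraries 11 to 140, with 35, 11 and 140 without pigs 297, 298 and 407. Spread within the groups −1.34 to 76.0, with 67.7, 58.7, 61.5, 63.4, 58.4 and −1.34 without pigs 297, 298, 314, 407, 413 and 429. For the named genes that follow, only the pigs that changed the direction are listed. AURKB, PLK1 and BIRC5 also passed the threshold downwards without pig 429, at −1.60, −1.50 and −1.53. Named genes that changed direction were, by log2 fold change, IL2RA −0.69 to 0.11, with 0.11, 0.027, 0.028 and 0.10 without pigs 310, 328, 350 and 407; LOC396781 −2.28 to 2.15, with −2.28 without pig 429; MEF2B −2.12 to 1.00, with −2.12 without pig 429; S1PR2 −2.01 to 1.10, with −2.01 without pig 429; LMO2 −0.71 to 0.00075, with 0.00075 without pig 400; POU2AF1 −1.44 to 0.46, with −1.44 without pig 429; MKI67 −1.76 to 0.65, with −1.76 without pig 429; AURKB −1.60 to 0.0018, with 0.0018 without pig 310; PLK1 −1.50 to 0.12, with 0.023, 0.10, 0.066, 0.12 and 0.12 without pigs 297, 310, 328, 350 and 407; BIRC5 −1.53 to 0.15, with 0.10, 0.0077, 0.069 and 0.15 without pigs 310, 328, 350 and 407.

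Depth limited the genes with few counts. Counts thinned to the smallest library, of 3003485 counts, gave 4440 genes past the threshold, within 1.5 times of the count at full depth. The low-count filter removed CCR10, BTLA, IL21, CCL16 and C5, with 29, 46, 38, 10 and 99 counts over the 10 libraries, which have no value in edgeR with that filter; CHAC1 was tested on 106. In simulated counts of the same depth, 98% of 200 genes changed by 2 on the log2 scale were recovered in 5 pigs against 5, and 60% in pig 429 against the controls, so a change of that size in pig 429 alone is missed in many genes. The position of pig 429 has no value without that pig, and the comparison within the high GC class has none either.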

Differences from the paper's values

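The alternatives named in this part were set before the data were examined, apart from the split of the GO test by direction, which was chosen only after the result was seen. The paper's count of downregulated genes was 2444, and 1312 genes were lower in CON90-infected pigs here. With DESeq2 the count was 2418, within 1.5 times of the paper's. With each of the other alternatives (other size factors, low-count filters, thresholds, thinned counts, covariates, gene GC and length corrections, and each pig left out) it differed from the paper's by more than 1.5 times.

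The paper reports no change in type I IFN or interferon stimulated genes. Of the 44 genes of that list tested here, 18 passed the threshold, 16 of them higher in infected pigs. The authors' deposited table also has IFI44L, DDX58 and IFIT1 past the threshold, at 2.30, 2.19 and 2.38 (DESeq2, BH-adjusted p = 0.00221, 0.000436 and 0.00498). EPSTI1, called here, was below the fold change threshold there, at 0.97. The paper's text thus differs from its own table on this point. With either read GC covariate 0 passed in edgeR, and with the gene GC correction, alone or with the block, 3 passed, CMPK2 as higher and IFITM1 and IFITM3 as lower. For IRF3 and IRF7, which the paper also reports as unchanged, neither passed here, while both were lower with the replicate block and without pig 429.

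Of the complement genes the paper reports as lower, C1QC passed, whereas C1QA and C1QB did not (edgeR quasi-likelihood test, BH-adjusted p = 0.0743 and 0.0815). C1QA passed with DESeq2, with the replicate block, with the gene length correction and without pig 429, and C1QB also with the block and the gene GC correction and with the gene GC correction. C1R did not pass either (edgeR quasi-likelihood test, BH-adjusted p = 0.0529) and passed with DESeq2, with the replicate block and without pig 429. C5, which the paper reports as lower, was removed by the low-count filter. It was higher in infected pigs in every model that kept it, and no setting called it lower. C5 was past the threshold with DESeq2 (log2 fold change 2.16, BH-adjusted p = 0.00422), with no low-count filter and without pig 429. The authors' deposited table also has C5 as higher, at 2.16 (DESeq2, BH-adjusted p = 0.00413).

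Among the apoptosis genes, the paper's results report BAK1 as higher and its discussion as suppressed. The log2 fold change here was −1.66 (SE 0.99) and did not pass (edgeR quasi-likelihood test, BH-adjusted p = 0.166). AIFM2, lower in the paper, had a log2 fold change of −2.01 (SE 1.00) and did not pass either (edgeR quasi-likelihood test, BH-adjusted p = 0.113). Both passed as lower with the replicate block and without pig 429. The authors' deposited table does not call AIFM2 either (DESeq2, BH-adjusted p = 0.0796), and it gives no adjusted p for BAK1.

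Of the chemokine genes the paper reports as lower, CCL21 and CCR6 had an adjusted p of 0.0537 and 0.0567 (edgeR quasi-likelihood test, BH) and both passed with DESeq2, with the replicate block, with the block and the gene GC correction, with the gene GC correction, with the gene length correction and without pig 429. CCR10 was removed by the low-count filter and passed in no setting (DESeq2 log2 fold change −2.20, BH-adjusted p = 0.141). Nor does the authors' deposited table call CCR10 (DESeq2, BH-adjusted p = 0.138). CCL16 was removed by the filter. It had 0 counts in all 5 infected pigs, so its difference in size cannot be given, and it passed as lower with DESeq2 (BH-adjusted p = 0.0340) and with no low-count filter (edgeR, BH-adjusted p = 0.0415).

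The paper reports lower Treg markers. Of 6 markers tested, which were fixed by hand, 0 were lower past the threshold in edgeR, FOXP3 and IKZF2 had an unadjusted p under 0.05 and DESeq2 called FOXP3 lower. IKZF2 was higher past the threshold. FOXP3 (edgeR quasi-likelihood test, BH-adjusted p = 0.0589) passed with DESeq2, with the replicate block, with the gene length correction and without pig 429, and TNFRSF18 with the replicate block and without pig 429. Of the genes lower in Fig. 6c, STAT5A also passed as lower here (log2 fold change −1.60 (SE 0.51), edgeR quasi-likelihood test, BH-adjusted p = 0.0289). CMIP did not pass (edgeR quasi-likelihood test, BH-adjusted p = 0.0518) and did with DESeq2, with the replicate block, with the gene length correction and without pig 429. For PD-1 (PDCD1), which the discussion reports as higher, the log2 fold change was −1.02 (SE 1.44) and did not pass (edgeR quasi-likelihood test, BH-adjusted p = 0.532). PDCD1 was lower past the threshold with the replicate block and without pig 429. The authors' deposited table does not have it as higher either, at −0.96 (DESeq2, BH-adjusted p = 0.568).

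BTLA and IL21, which the paper reports as higher, were removed by the low-count filter. BTLA passed with DESeq2 (log2 fold change 2.81, BH-adjusted p = 0.0429) but not with no low-count filter in edgeR (BH-adjusted p = 0.0611), and IL21 passed with DESeq2 (log2 fold change 3.52, BH-adjusted p = 0.00592) and with no low-count filter (3.37, 0.0171, edgeR, BH).

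The paper reports enriched GO terms among all differentially expressed genes. It used GOseq with a correction for gene length, while the test here took only the terms listed for each gene. The results are therefore no repeat of the paper's test. Of the 2043 terms tested, 0 were enriched here (Fisher's exact test with BH adjustment on edgeR calls), 48 had an unadjusted p under 0.05 and a higher share of called genes, and 0 of the paper's 9 terms with at least 10 tested genes passed. Some terms were enriched with DESeq2 (4), no low-count filter (18), library size alone (1), terms of at least 20 genes (1), all annotated genes as background (24), an adjusted p under 0.05 alone (1) and without any 1 pig except pig 429 (6 to 32). The 1 term with at least 20 genes and with the adjusted p alone was centrosome, which was also among the 4 with DESeq2, and the 1 with library size alone was regulation of DNA replication, also with DESeq2. These terms were named after the values were seen. Split by direction, chosen after seeing the values, 41 terms were enriched among the higher genes and 50 among the lower genes, and each set held 1 of the paper's 13 terms.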

Other observations

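In this part, the test of whether other groupings give as many genes past the threshold, and the tests of read GC class, gene GC content, gene length, depth and abundant genes for that count, were fixed in advance. All other tests, and the split of the GO test by direction, were chosen only after the result was seen.

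The pattern weighed first is the 5047 genes past the threshold between infected and control pigs. The tables argue against gene length, depth and a few abundant genes as the whole cause, since 6621 genes passed with the gene length correction and 4440 in counts thinned to the smallest library, and the 10 largest genes of a library held 5.72% of its counts at most. With library size alone, 4166 genes passed. Of 100 splits of the libraries into 5 and 5 drawn from 126, the real one included, 2 gave as many. Both keep the 4 low GC libraries together, and the draw did not hold all 6 splits of that kind. In place of pig 429, pig 297 gave 3038 genes, pig 298 gave 6138, pig 314 gave 6506, pig 407 gave 6996 and pig 413 gave 4994, so 4 of these 6 were as large and the real one was not the largest. The 97 drawn splits that parted the 4 low GC libraries gave 0 genes in edgeR, with 3 to 1046 at an unadjusted p under 0.05, and 23 splits were not fitted. With 4 of the 103 fitted splits as large, chance can be excluded for the count, but a grouping that follows library class cannot. Inside the high GC class, 23 genes passed, 1064 had an unadjusted p under 0.05 and 166 passed with DESeq2.

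Library class by read GC and gene GC content stay candidate explanations of most of these genes. The log2 fold change followed gene GC content with a Spearman's rho of −0.919 across 12838 genes, with a median gene GC content of 41.97% among the higher genes and 58.29% among the lower ones. In the authors' deposited table, the rho was −0.859 across 17528 genes, and the medians were 41.78 and 59.21%. In pig 429 against the controls of its class, 43.3% of the 9734 genes past the threshold without that pig, counted among the 12858 genes tested over all libraries, had the same sign, where 20 simulations of an unchanged pig against these shared controls gave 60.7 to 62.0%. The correlation of the log2 fold changes of pig 429 with those of the other 4 infected pigs was −0.075, against 0.256 to 0.298 in the simulations. The simulated libraries held no difference between the GC classes, while the real ones did. The simulated ranges thus do not show what an unchanged pig 429 would give beside such a difference. Between the GC classes 9442 genes differed, 4349 higher and 5093 lower in the low GC class. In simulated counts of 12858 genes with a GC trend in the 4 low GC libraries, of which 200 were changed, edgeR without covariate recovered 65% of the changed genes and called 6514 unchanged ones. The gene GC correction recovered 96.5% and called 7, and with the class as covariate 52.5% and 2.

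The tables argue against gene GC content as the whole cause. After the gene GC correction 1234 genes passed, and 504 genes passed both with and without it. Read GC class is still open for the corrected genes. Of the 2387 genes past the threshold with the correction and without pig 429, 59.5% had the same sign in pig 429. The correlation was 0.152. The simulations gave 67.5 to 70.4% and 0.256 to 0.298, but without a class difference. They therefore cannot decide whether pig 429 shared these changes. The 4 infected pigs of the low GC class and infection cannot be told apart from library class for these genes, because no control is in that class. The rooms also coincide with the groups, and an effect of infection that pig 429 lacks was not tested.

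Some abundant genes show the size of the difference between the classes. They were chosen after their values were seen, as the most abundant genes of the marker lists. ACTB had a mean of 565 CPM in the 4 low GC infected pigs, 13256 in pig 429 and 8335 ± 2058 (SD, n = 5) in the controls. Collagen genes COL1A1 and COL3A1 moved unequally. COL1A1 had a mean of 58.9 CPM in the 4 low GC infected pigs, 2877 in pig 429 and 4259.7 ± 2255 (SD, n = 5) in the controls, and COL3A1 had a mean of 2789 CPM in the 4 low GC infected pigs, 3635 in pig 429 and 5878 ± 2110.1 (SD, n = 5) in the controls. CSF1R had a mean of 11.4 CPM in the 4 low GC infected pigs, 819.6 in pig 429 and 1364 ± 523 (SD, n = 5) in the controls, while CD163 had a mean of 1072 CPM in the 4 low GC infected pigs, 445 in pig 429 and 519 ± 221 (SD, n = 5) in the controls. Across the genes of a list, the log2 fold change followed gene GC content with a rho of −0.929 for stroma, −0.833 for macrophage, −0.943 for B cell, −0.883 for T cell, −0.919 for ribosomal protein and −0.860 for housekeeping genes, and in pig 429 with −0.143, −0.0476, −0.200, 0.483, 0.285 and 0.399, over few genes in each list. A hypothesis for genes of 1 cell type moving in opposite directions is gene GC content, which over all genes had a rho of −0.919.

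The other results were also counted in the same 100 splits. The higher genes were set against the larger direction of the other splits and the lower genes against the smaller one, and the interferon list was counted in both directions. For the other lists the larger direction was taken. In the draw, 2 of 100 were as large for the genes higher, the real one included, 2 for the genes lower and 2 for the interferon list. With all 6 splits that keep the low GC libraries together, these came to 5, 4 and 5 of 103 fitted splits (4.85, 3.88 and 4.85%). Chance can be excluded for these 3 counts, by a small margin for the genes higher and the interferon list. For the RNA sensors and CD200 axis (3), the complement (2), apoptosis (1), chemokine (1), T-cell exhaustion (1) and humoral genes (1), the splits do not exclude chance, because the paper chose these lists on the real grouping of the same libraries. For the Treg markers called as lower and the enriched GO terms, the real count was 0 in edgeR, so 100 of 100 splits gave as many whatever the data, and chance was not tested. As for all genes, the splits that matched the real one keep the 4 low GC libraries together, so these counts do not separate infection from library class. Within the class edgeR called 0 genes of the interferon, sensor, complement, apoptosis, chemokine and exhaustion lists and 2 humoral genes, RGS13 and NUGGC. At an unadjusted p under 0.05 there were also, among others, CCL24, CCL14, HAVCR2, TIGIT and GBP1 of those lists, and DESeq2 called CCL24 and CCL14.

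A hypothesis for pig 429 is a stronger germinal center response than in the controls. The list had 16 genes, of which 14 were tested. RGS13, NUGGC and IL21 are among its genes that are also in the humoral list the paper picked from these libraries, and CXCL13 is in its Fig. 8a. Against the controls of its class, 6 genes passed in edgeR, 10 with DESeq2 and 12 had an unadjusted p under 0.05, and 10 passed adjusted over the list alone. The median log2 fold change of 2.44 within the class and of 2.40 with the gene GC correction argue against read GC class and gene GC content, and across the list the rho with gene GC content was −0.196. The median lay above those of all 10000 random lists of the same size and expression. Chance cannot be excluded, since pig 429 was the highest of 6 libraries and 1 of 6 is the smallest share possible. The controls had medians of −1.57 to −0.22 against the other 5 high GC libraries. Those 5 included pig 429, whose high values lower the medians of the controls.

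More B cell follicle in the piece of node taken may also raise these genes in pig 429, and it cannot be told apart here, because no value separates the size of follicles from the activity in them. The B cell markers had a median log2 fold change of 0.863, lower than that of the germinal center genes, and all 6 tested lay above every control. Of these, MS4A1 is also in the humoral list. PAX5 had 1309.6 CPM in pig 429 against 292 to 552 in the controls, and MS4A1 172 CPM in pig 429 against 49.1 to 150.3 in the controls. Proliferation genes had a median of 1.56 in pig 429, and 14 of 16 were above all controls. Infection, the room and the genetic makeup of the pig remain open as biological or housing explanations, with 1 animal and no replicate.

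Germinal center genes corrected for gene GC content were also higher in the 4 low GC infected pigs, where 8 passed without pig 429, with a median log2 fold change of 1.42 over the list. Without pig 429 and without the correction, 8 passed as higher, and MEF2B, S1PR2, POU2AF1 and CXCR5 as lower (log2 fold change −2.12, −2.01, −1.44 and −3.69, edgeR quasi-likelihood test, BH-adjusted p = 9.32e-05, 0.000369, 0.000758 and 2.84e-07), of which S1PR2 and POU2AF1 passed as higher with it. The direction of the list thus depends on the correction for some of its genes. Gene GC content as the whole cause is argued against for the 5 genes higher past the threshold both with and without the correction, among them RGS13, GCSAM, MYBL1 and ELL3. Library class cannot be told apart from infection for these 4 pigs, because no control is in their class. Their mean log2 difference from the controls was 1.16 with the correction. It did not pass after adjustment over 20 lists (exact permutation test, two-sided p = 0.0159, BH-adjusted p = 0.0529). With pig 429 included, the corrected difference was 1.40 and passed (exact permutation test, two-sided p = 0.00794, BH-adjusted p = 0.0317). Without the correction it was 1.11 and did not pass (exact permutation test, two-sided p = 0.0238, BH-adjusted p = 0.0529). The paper picked some of these genes from these libraries.

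The chemokine genes were lower in infected pigs, with 5 past the threshold with the gene GC correction, which argues against gene GC content as the whole cause. These were CCL19, CCL21, CCL24, CCL14 and CCR6. In pig 429 against the controls of its class, the median log2 fold change was −0.76 with 0 genes past the threshold in edgeR, while CCL24 and CCL14 had an unadjusted p under 0.05 and passed with DESeq2. All 7 tested were lower in pig 429, and the median over all pigs was −2.45. Read GC class cannot be told apart here, because pig 429 is the only infected pig of its class, and being the lowest of 6 libraries is not rare by chance. Less stroma in the piece of node taken may also lower them. The stroma markers had a median of −0.60 in pig 429. Their mean log2 CPM in pig 429 differed from that of the controls by −0.40, with 0 controls below pig 429. COL3A1 had 3635 CPM in pig 429 against 3502 to 8172 in the controls. COL1A1 had 2877 CPM in pig 429 against 2257 to 7267 in the controls, so both lay inside the control range. Both were nonetheless below the control means of 5878 CPM for COL3A1 and 4260 CPM for COL1A1, the direction of the list mean. Of the 8 stroma markers, 2 were higher in pig 429. With 1 pig, less stroma stays open. Over all 10 libraries, the mean log2 difference of the chemokine genes was −3.51, and −1.40 with the correction. A test of this mean is not given, because the paper chose the list on these libraries.

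The GO test was repeated for each direction alone after the joint test gave 0 enriched terms. Among the higher genes, 41 terms were enriched, all 41 with a median gene GC content below the 51.12% of all tested genes. The leading ones were centrosome (148 of 314 genes, against 29.9% of the background) and RNA binding (199 of 458). Among the lower genes, 50 terms were enriched, 48 of them with a median gene GC content above that of all tested genes, led by extracellular space (95 of 402 genes, against 10.1%). In the joint test after the gene GC correction, 0 terms were enriched. Gene GC content is a candidate explanation for both sets of terms, as the log2 fold change followed it with a rho of −0.919.

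The remaining lists, fixed by hand apart from the downstream genes copied from the paper, give these counts past the threshold in edgeR over all libraries. Higher and lower were 10 and 0 of 16 proliferation genes, 3 and 0 of 6 plasma cell genes, 3 and 2 of 25 ribosomal protein genes, 3 and 0 of 12 housekeeping genes, 2 and 2 of 8 stroma genes, 1 and 0 of 6 B cell genes, 2 and 0 of 9 T cell genes and 1 and 2 of 8 macrophage genes. In the same order, the gene GC correction gave 10 and 0, 2 and 0, 1 and 0, 2 and 0, 0 and 1, 1 and 0, 0 and 0, and 1 and 3, where the T cell genes CD3D and CD2 had an unadjusted p under 0.05. Of 6 adipose genes 1 was higher (0 with the correction), of 2 erythroid genes 1 was lower (1 with the correction), and 1 muscle gene and the downstream genes IRF3 and IRF7 did not pass. None of the sex-linked genes was tested. Inside the high GC class, MKI67 and CENPF of the proliferation genes passed and 0 genes of the other lists in this paragraph, with 14 proliferation genes and MZB1, GAPDH, CD79B, MS4A1, PAX5, MRC1 and SIGLEC1 at an unadjusted p under 0.05, and MKI67, BUB1B, AURKB, CENPF and PAX5 with DESeq2. Over all libraries, the higher ones were JCHAIN, XBP1 and PRDM1 (plasma cell), RPL5, RPL7 and RPS6 (ribosomal protein), HPRT1, YWHAZ and TOP2B (housekeeping), DCN and LUM (stroma), MS4A1 (B cell), CD3G and CD2 (T cell), AIF1 (macrophage) and FABP4 (adipose), and the lower ones included RPS19, COL1A2, VWF, CD68, SIGLEC1 and HBB. After the correction, XBP1, MZB1, RPS6, HPRT1, YWHAZ, MS4A1 and AIF1 were higher and COL1A1, CD68, CD14, CSF1R and HBB lower. The genes outside the named lists of the paper were chosen after their values were seen. The housekeeping and ribosomal protein lists share RPL4, the interferon list holds IRF3 and IRF7, and the plasma cell list holds PRDM1 of Fig. 6b.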
